# Mechanisms of liver injury in high fat sugar diet fed mice that lack hepatocyte X-box binding protein 1

**DOI:** 10.1371/journal.pone.0261789

**Published:** 2022-01-14

**Authors:** Xiaoying Liu, Sarah A. Taylor, Kyle D. Gromer, Danny Zhang, Susan C. Hubchak, Brian E. LeCuyer, Takao Iwawaki, Zengdun Shi, Don C. Rockey, Richard M. Green

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is one of the most common causes of liver diseases in the United States and can progress to cirrhosis, end-stage liver disease and need for liver transplantation. There are limited therapies for NAFLD, in part, due to incomplete understanding of the disease pathogenesis, which involves different cell populations in the liver. Endoplasmic reticulum stress and its adaptative unfolded protein response (UPR) signaling pathway have been implicated in the progression from simple hepatic steatosis to nonalcoholic steatohepatitis (NASH). We have previously shown that mice lacking the UPR protein X-box binding protein 1 (XBP1) in the liver demonstrated enhanced liver injury and fibrosis in a high fat sugar (HFS) dietary model of NAFLD. In this study, to better understand the role of liver XBP1 in the pathobiology of NAFLD, we fed hepatocyte XBP1 deficient mice a HFS diet or chow and investigated UPR and other cell signaling pathways in hepatocytes, hepatic stellate cells and immune cells. We demonstrate that loss of XBP1 in hepatocytes increased inflammatory pathway expression and altered expression of the UPR signaling in hepatocytes and was associated with enhanced hepatic stellate cell activation after HFS feeding. We believe that a better understanding of liver cell-specific signaling in the pathogenesis of NASH may allow us to identify new therapeutic targets.

## Introduction

Nonalcoholic fatty liver disease is the most common cause of abnormal liver function tests in the United States and the progressive form termed nonalcoholic steatohepatitis (NASH) will soon be the leading indication for liver transplantation. There are currently no FDA-approved medical therapies for NASH, in part because the pathogenesis remains poorly understood. NASH is highly correlated with the metabolic syndrome characterized by factors including obesity, insulin resistance or diabetes and dyslipidemia. The metabolic syndrome can cause hepatic steatosis with a resultant increase of endoplasmic reticulum (ER) stress, characterized by an excess of cellular misfolded and unfolded proteins. The unfolded protein response (UPR) is a protective response to ER stress consisting of three pathways: inositol requiring enzyme 1α (IRE1α)/X-box binding protein 1 (XBP1), PKR-like ER kinase (PERK) and activating transcription factor 6 (ATF6), which serve to return cellular homeostasis [1]. Prolonged and severe ER stress that cannot be resolved induces apoptosis.

The UPR has been implicated in the pathogenesis of several liver diseases including viral hepatitis, nonalcoholic and alcoholic fatty liver disease, cholestasis, ischemia reperfusion injury and genetic liver diseases [2]. More specifically, inadequate activation and dysregulation of the hepatic XBP1 pathway has been implicated in NASH [3] and we have previously demonstrated that when fed a high fat sugar (HFS) diet, mice lacking hepatic XBP1 develop increased liver injury and fibrosis compared to control XBP1 flox mice [4]. Although it is well recognized that the pathogenesis of NASH involves both hepatocytes and nonparenchymal cells, cell-specific differences of UPR signaling in the pathogenesis of NASH remain incompletely understood.

In this study, we have fed a HFS diet or regular chow diet to liver-specific XBP1 knockout and control mice to determine the role of the UPR and its associated cellular signaling in the pathogenesis of NASH. We isolated hepatocytes, hepatic stellate cells, macrophages and leukocytes to determine the cell-specific pathways responsible for the development of hepatitis and progressive liver disease. Better understanding this cell signaling will allow us to identify molecular targets that hold promise for this very common form of liver disease with a significant morbidity and mortality.

## Materials and methods

### Animals

Liver-specific XBP1 knockout (*Xbp1*^LKO^) and *Xbp1*^fl/fl^ control mice in a C57BL/6 background strain as previously described [4] were housed on a 14-h light, 10-h dark cycle with free access to food and water. Adult male *Xbp1*^fl/fl^ and *Xbp1*^LKO^ mice were fed either standard chow diet with water or a high fat sugar (HFS) diet [AIN-76 Western Diet (Test Diet) supplemented with drinking water containing 42 g/l of 55% fructose/45% glucose by weight] for up to 6 weeks. IRE1α-flox (ERN1-flox) mice on a C57BL/6/129 mixed background strain developed by Dr. Takao Iwawaki [5] were purchased from Riken, JN (RBRC05515) and a colony was established. Adult male IRE1α-flox mice were injected intravenously with either AAV8-TBG-Cre or AAV8-TBG-eGFP (5x10^10^ vg/mouse, Penn Vector Core) to obtain *Ire1α*^LKO^ or *Ire1α*^fl/fl^ mice, respectively. After 2 weeks, the mice were fed either the HFS diet or chow for 5 weeks. The mice were fasted for 4 hours prior to carbon dioxide euthanasia, blood was obtained using cardiac puncture, the liver was removed and rinsed with ice-cold saline, sectioned and snap-frozen in liquid nitrogen. These studies were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All protocols and procedures were approved by the Northwestern University Institutional Animal Care and Use Committee (Protocol number #IS00011425).

### Histology

Specimens were fixed in 10% neutral buffered formalin, paraffin-embedded and sectioned. Hematoxylin and eosin (H&E) and cytokeratin 19 (CK19) staining was performed by the Northwestern University Mouse Histology and Phenotyping Laboratory. All histology was assessed by investigators blinded to the treatment groups.

### Biochemical analysis

Serum alanine aminotransferase (ALT) was measured by using a spectrophotometric assay according to the manufacturer’s protocol (Teco Diagnostics, Anaheim, CA). Hepatic triglyceride and cholesterol were determined as described previously [4].

### Cell isolation

Primary hepatocytes were isolated as described [6] with modifications. Isolated hepatocytes were further purified with density centrifugation with Percoll (Sigma, St. Louis, MO). Cell viability was assessed with Trypan Blue. Hepatic stellate cells were isolated as previously described [7] with modifications. Briefly, mouse livers were subjected to a series of enzymatic perfusions (Pronase:1mg/ml; Roche); Collagenase type I (0.12mg/ml, Worthington). The digested livers were incubated in the solution containing Pronase (0.12mg/ml, Roche) and DNase (0.03mg/ml, Sigma) at 37°C with gently shaking for 15 minutes. The hepatic stellate cells were purified with Accudenz gradient (final concentration:10.5%, Accurate Chemical & Scientific Co., Westbury, NY) centrifugation at 4,000 rpm for 25 minutes. The purified hepatic stellate cells were washed and examined for purity as measured by V-A droplet autofluorescence under microscope (purity ≥ 95%).

### Quantitative PCR and RNA-Seq with pathway analysis

Total RNA was extracted from freshly isolated hepatocytes and hepatic stellate cells using Trizol according to the manufacturer’s protocol (Invitrogen Life Technologies, Carlsbad, CA) and cDNA was made with qScript cDNA synthesis kit (Quanta Bioscience, Gaithersburg, MD). Quantitative PCR (qPCR) was performed as described previously [4]. All primers were synthesized by Sigma (St. Louis, MO).

The stranded mRNA-seq was conducted in the Northwestern University NUSeq Core Facility. Briefly, total RNA samples from isolated hepatocytes were checked for quality using RINs generated from Agilent Bioanalyzer 2100. RNA quantity was determined with Qubit fluorometer. The Illumina TruSeq Stranded mRNA Library Preparation Kit was used to prepare sequencing libraries from 1 μg of high-quality RNA samples (RIN>7). The Kit procedure was performed without modifications. This procedure includes mRNA purification and fragmentation, cDNA synthesis, 3’ end adenylation, Illumina adapter ligation, library PCR amplification and validation. lllumina HiSeq 4000 sequencer was used to sequence the libraries with the production of single-end, 50 bp reads at the depth of 20–25 M reads per sample. The RNA-Seq data, in fastq format, was quantified using kallisto. Quantification data was imported using tximport and differential gene expression was performed using DESeq2. The cutoff for determining significantly differentially expressed genes was an FDR-adjusted p-value less than 0.05. Gene set enrichment analysis (GSEA) was conducted using fgsea. The C8 collection of gene sets from Molecular Signatures Database (MSigDB) was used to identify cell type specific pathway enrichment and the Hallmark collection of gene sets from MSigDB was used to identify enriched pathways in well-defined biological processes. The RNA-Seq data of whole liver RNA has been previously published and deposited to Gene Expression Omnibus database (GSE64824) [4]. Differentially expressed immune genes were defined by one investigator (S.A.T) based on previously known function.

### Western blotting

Protein extraction was made from freshly isolated hepatocytes and hepatic stellate cells using T-Per (Thermo Scientific, Waltham, MA) or RIPA protein extraction reagent, respectively, with protease inhibitors cocktail (MilliporeSigma, Burlington, MA) and phosphatase inhibitors (Thermo Scientific, Waltham, MA). Protein quantification and immunoblotting were performed as described previously [4].

### Flow cytometry analysis of immune cells

Tissue digestion and cell isolation for flow cytometry was performed as previously described [8]. Briefly, cardioperfusion was performed with PBS and whole liver tissue was finely cut into small pieces and added to a c-tube with 2.5 ml digestion buffer per tube composed of DNase I (Sigma), Liberase TL (Sigma), and HBSS (Gibco). Further tissue digestion was achieved using the Miltenyi Biotec gentle MACS Dissociator and incubation with shaking at 37°C for 30 minutes. The homogenate was maintained at 4°C and strained through a 40 μm filter into a 50 mL conical tube. Pharm Lyse was used to lyse remaining red blood cells. Samples were spun at 350 rcf for 7 min (4°C) and cells were washed prior to performing cell counts.

Cells were re-suspended at a concentration of 1.0 x 10^7^ cells per 90 μl MACS buffer and 10 μl of mouse CD45 MicroBeads (Miltenyi Biotec) per 1.0 x 10^7^ cells for CD45 enrichment. The solution was incubated for 15 minutes at 4°C with intermittent gentle mixing before magnetic separation with MS columns on the MACS Separator per standard protocol (Miltenyi Biotec). Single cell suspensions from each individual mouse were stained with a panel of 12 antibodies to detect cell viability and expression of the following cell surface markers: CD45, Siglec-F, Ly6g, CD3, CD19, CD11b, CD64, Ly6c, and CD11c. Flow cytometry was performed on the BD FACSAria cell sorter at the Robert H. Lurie Comprehensive Cancer Center Flow Cytometry Core Facility and data was analyzed using FlowJo software.

### Statistics

Data are shown as means ± SEM using PRISM 9 software. Comparisons were performed using a two-tailed Student’s t-test or one-way ANOVA with Bonferroni post hoc test. Statistical significance was defined as P-values of less than 0.05.

## Results

In order to better understand the role of hepatic XBP1 in NASH, we utilized the HFS dietary model of NASH to investigate the cell-specific signaling pathways in hepatocytes and non-parenchymal cells. We initially confirmed that deletion of XBP1 was hepatocyte-specific and complete, and confirmed the purity of isolated hepatocytes and hepatic stellate cells (Fig 1A). *Xbp1* exon 2 expression was essentially absent in primary hepatocytes isolated from albumin promoter-Cre *Xbp1*^LKO^ mice, consistent with their predicted genotype (p = 0.006). In contrast, *Xbp1* exon 2 expression in hepatic stellate cells was normal. The enrichment and purity of isolated hepatocytes and hepatic stellate cells were further confirmed by gene and protein expression of hepatocyte-specific marker (*Cyp7a1*) and hepatic stellate cell-specific marker (smooth muscle α actin, also *Acta2*) (Fig 1B–1D).

**Fig 1:**
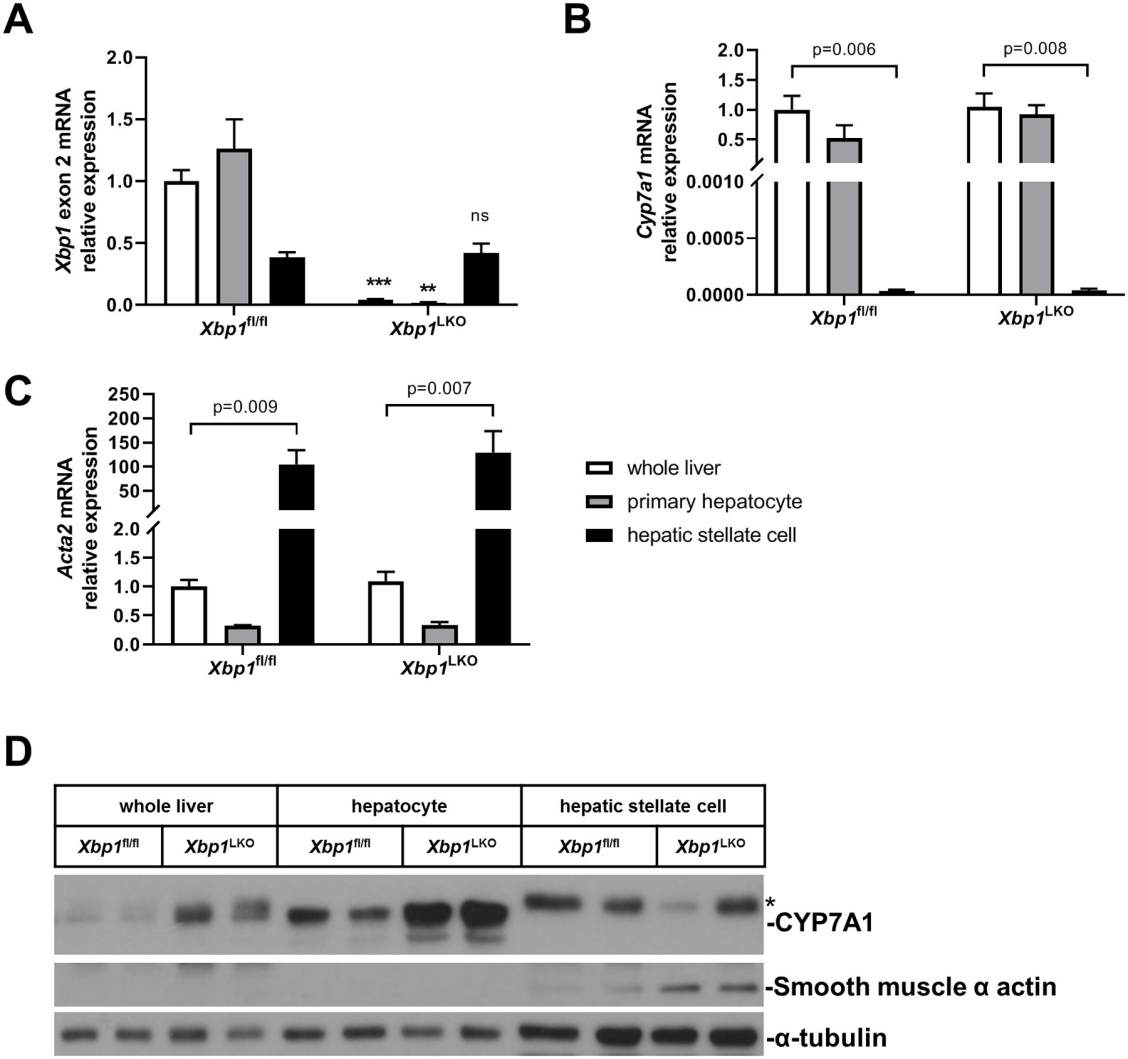
Expression of hepatocyte and hepatic stellate cell-specific markers in cells isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice. Hepatocytes and hepatic stellate cells were isolated from chow fed *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice (n = 3–4 in each group). qPCR was used to measure isolated cells and whole liver gene expression of (A) *Xbp1* exon 2, (B) *Cyp7a1*, and (C) *Acta2*. White box, whole liver; Grey box, primary hepatocyte; black box, hepatic stellate cell. **p<0.01 or ***p<0.001, ns, not significant compared to *Xbp1*^fl/fl^ mice. (D) Protein expression of CYP7A1 and smooth muscle α actin was examined by western blotting with α-tubulin as a loading control. The asterisk (*) indicates non-specific band.

### RNA-Seq analysis of hepatocytes isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either chow or HFS diet

To define the hepatocyte cell signaling responsible for the pathogenesis of steatohepatitis in *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice, we fed both genotypes either chow or HFS diet for up to 6 weeks. 

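RNA from hepatocytes isolated from both genotypes on both diets was sequenced as 50 bp single-end reads, and 11 libraries were analysed here: 3 from chow-fed *Xbp1* fl/fl mice, 2 from chow-fed *Xbp1* LKO mice, and 3 from each genotype fed the HFS diet. Each chow library came from 1 mouse and each HFS library from a pool of 2 mice, so the HFS libraries average over animals and the chow libraries do not. The legend of Fig 2 gives 3 libraries in each chow-fed group, so the chow-fed *Xbp1* LKO group has 1 fewer here. Feeding lasted up to 6 weeks. The paper names the TruSeq Stranded mRNA kit, while the sample labels name a total RNA version of it. The authors quantified the reads with kallisto and imported them with tximport, and deposited a whole-number count for each of 54232 Ensembl genes, without normalization. The total count was 19515273 to 21917294 in the chow-fed *Xbp1* fl/fl group, 19191032 and 21572701 in the chow-fed *Xbp1* LKO libraries, 21501344 to 22573249 in the HFS-fed *Xbp1* fl/fl group, and 23232834 to 23888401 in the HFS-fed *Xbp1* LKO group. The group medians were 19710725, 20381870, 22405363 and 23423149 counts in the same order. The counts were normalized here by edgeR's TMM method, and a one-factor model of the 4 groups was fitted to all 11 libraries with edgeR's quasi-likelihood test. It covered 13303 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper used DESeq2 with the same threshold.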

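*Xbp1* (ENSMUSG00000020484) lies on chromosome 11 from 5520659 to 5525893 of GRCm38, on the plus strand. Its normalized expression in the chow-fed *Xbp1* fl/fl libraries was 194, 200.3 and 221 CPM, and in the chow-fed *Xbp1* LKO libraries 95.7 and 128 CPM. HFS-fed *Xbp1* fl/fl libraries had 301, 295 and 242 CPM and HFS-fed *Xbp1* LKO libraries 117, 97.3 and 135 CPM. Every *Xbp1* LKO library was below every *Xbp1* fl/fl library, whichever the diet. The log2 fold change of -0.87 (standard error 0.18, adjusted p = 0.018) on chow and the log2 fold change of -1.26 (standard error 0.16, adjusted p = 0.0025) on the HFS diet are for the whole gene, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A count per gene does not separate the deleted exon from the rest of the transcript. The *Alb* transcript took 8.06% to 10.9% of the counts in chow-fed *Xbp1* fl/fl libraries and 1.67% and 3.72% in chow-fed *Xbp1* LKO libraries, and 5.88% to 7.42% and 3.33% to 5.40% on the HFS diet.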

S1 Fig demonstrated the top 20 cell type signature specific gene pathways that were most differentially expressed in hepatocytes isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice and in whole liver from similarly treated mice [4] (GSE64824). Whole liver RNA-Seq analysis demonstrates enhanced expression of stellate cell and bile duct pathways in chow-fed *Xbp1*^LKO^ mice and significantly reduced expression of multiple liver-specific pathways compared to *Xbp1*^fl/fl^ mice (S1A Fig). In contrast, there were no increases in expression of hepatic non-parenchymal cell pathways in hepatocytes isolated from chow-fed *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ hepatocytes, while expression of multiple liver-specific pathways was again reduced (S1B Fig). 

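For hepatocyte and non-parenchymal marker genes, lists written by hand before the data were examined were tested with fgsea on the genes ranked by the signed edgeR statistic, with Benjamini-Hochberg adjustment over the lists. These lists are not the C8 sets of the paper. In chow-fed mice, the 42 tested hepatocyte markers were lower in *Xbp1* LKO hepatocytes, with a normalized enrichment score of -2.28 and an adjusted p = 1.4e-06; 36 of them had a negative log2 fold change. Those with the smallest p were *Alb* (log2 fold change -2.14, adjusted p = 0.011), *Serpina1a* (-0.95, 0.016) and *F2* (-0.86, 0.024), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 27 endothelial markers were lower too (fgsea score -2.56, adjusted p = 1.2e-09), led by *Flt4* (log2 fold change -1.84, adjusted p = 0.065), *Gpr182* (-1.31, 0.090) and *Oit3* (-1.61, 0.093). Stellate cell markers scored -1.82 (fgsea, adjusted p = 0.0071), with *Lrat* (log2 fold change -1.82, adjusted p = 0.074), *Reln* (-1.28, 0.134) and *Hgf* (-1.75, 0.134) ahead. Macrophage markers scored -1.51 (fgsea, adjusted p = 0.061) and cholangiocyte markers -1.02 (fgsea, adjusted p = 0.493), neither past the threshold. The first macrophage genes were *Timd4* (log2 fold change -1.54, adjusted p = 0.266), *Cd5l* (-0.79, 0.518) and *Clec4f* (-0.69, 0.559), and the first cholangiocyte genes *Wfdc2* (log2 fold change -2.88, adjusted p = 0.014), *Sox9* (-1.54, 0.017) and *Ddr1* (1.81, 0.122). The list score of a library is the mean log2 CPM of the list's genes minus the mean of all 11 libraries. For hepatocyte markers it was -0.25 ± 0.27 (SD, n = 2) in *Xbp1* LKO and 0.25 ± 0.07 (SD, n = 3) in *Xbp1* fl/fl libraries, with no overlap. A two-sided exact permutation test gave p = 0.10, the smallest that 3 libraries against 2 allow. The macrophage score in *Xbp1* fl/fl libraries was -0.29 ± 1.11 (SD, n = 3), with single values of 0.99, -0.94 and -0.91. Leaving out the first *Xbp1* fl/fl library moved the macrophage list to 1.89 and the stellate list to 0.76. The macrophage list passed in each of the 3 fits that left out 1 *Xbp1* fl/fl library (fgsea, adjusted p from 6.2e-04 to 0.0051). It was higher in *Xbp1* LKO hepatocytes in that 1 fit and lower in the other 2, so its direction on chow is not settled. Same-numbered libraries of the groups deviated from their group means with a correlation of -0.13. With the replicate number as a block, the hepatocyte list scored -2.34 (adjusted p = 1.6e-07), the endothelial list -2.58 (adjusted p = 3.8e-10), the stellate list -2.15 (adjusted p = 4.2e-05), the macrophage list -1.31 (adjusted p = 0.151) and the cholangiocyte list -1.01 (adjusted p = 0.484) by fgsea. The call on the hepatocyte list changed under 1 alternative, camera with the correlation between genes estimated from the libraries, which gave an adjusted p = 0.251.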

S1C and S1D Fig demonstrate similar analysis of whole liver and isolated hepatocytes from mice fed a HFS diet. Following HFS dietary feeding, whole liver pathway analysis revealed enhanced expression of stellate cell, immune cell (e.g. macrophages, kupffer cells) and bile duct cell signatures, with reduced expression of hepatocyte-specific pathways in *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice (S1C Fig). In contrast, hepatocytes from HFS-fed *Xbp1*^LKO^ mice did not have increased expression for non-parenchymal liver cell signatures (S1D Fig). These data not only further confirmed the purity of the hepatocyte preparations, but also suggested that significant hepatocyte cell signaling may be obscured by non-parenchymal cell signaling in whole liver gene or protein expression analyses. 

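Among mice fed the HFS diet, the 21 macrophage markers were higher in *Xbp1* LKO hepatocytes, with a normalized enrichment score of 2.06 and an adjusted p = 3.9e-04 by fgsea. Of these markers, 20 had a positive log2 fold change and 0 passed the threshold alone; the first were *Cd68* (log2 fold change 0.98, adjusted p = 0.220), *Spi1* (1.73, 0.294) and *Ctss* (0.91, 0.375) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The macrophage score was 0.58 ± 0.37 (SD, n = 3) in *Xbp1* LKO and -0.03 ± 0.27 (SD, n = 3) in *Xbp1* fl/fl libraries. The ranges overlapped, and the two-sided exact permutation p = 0.20, against a smallest possible value of 0.10 for 3 libraries against 3. Stellate cell markers scored 1.58 (fgsea, adjusted p = 0.039), led by *Col3a1* (log2 fold change 1.19, adjusted p = 0.248), *Adamtsl2* (1.57, 0.446) and *Gucy1a1* (1.0, 0.471). Endothelial markers scored -1.9 (fgsea, adjusted p = 0.0030), with *Lyve1* (log2 fold change -1.0, adjusted p = 0.301), *Egfl7* (-0.60, 0.392) and *Fcgr2b* (-0.62, 0.401) first. Hepatocyte markers were lower in *Xbp1* LKO hepatocytes, with a score of -2.33 (fgsea, adjusted p = 1.3e-06) and 35 of 42 genes lower. Cholangiocyte markers scored 1.4 (fgsea, adjusted p = 0.124), although *Ddr1* rose and *Wfdc2* fell past the threshold: *Ddr1* (log2 fold change 3.05, adjusted p = 0.014), *Wfdc2* (log2 fold change -2.09, adjusted p = 0.022) and *St14* (at least 2.25-fold higher, adjusted p = 0.094). With library totals in place of TMM, a scaling chosen after seeing the data, the macrophage list scored 1.24 (adjusted p = 0.254) and the stellate list 0.76 (0.840) by fgsea. The paper takes the cell type signatures of isolated hepatocytes and whole liver as further evidence that the hepatocyte preparations were pure. Its earlier evidence was gene and protein expression of *Cyp7a1* and smooth muscle α actin in the isolated cells. The paper also proposes that signaling of non-parenchymal cells may obscure that of hepatocytes in whole liver.

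**Figure D1:**
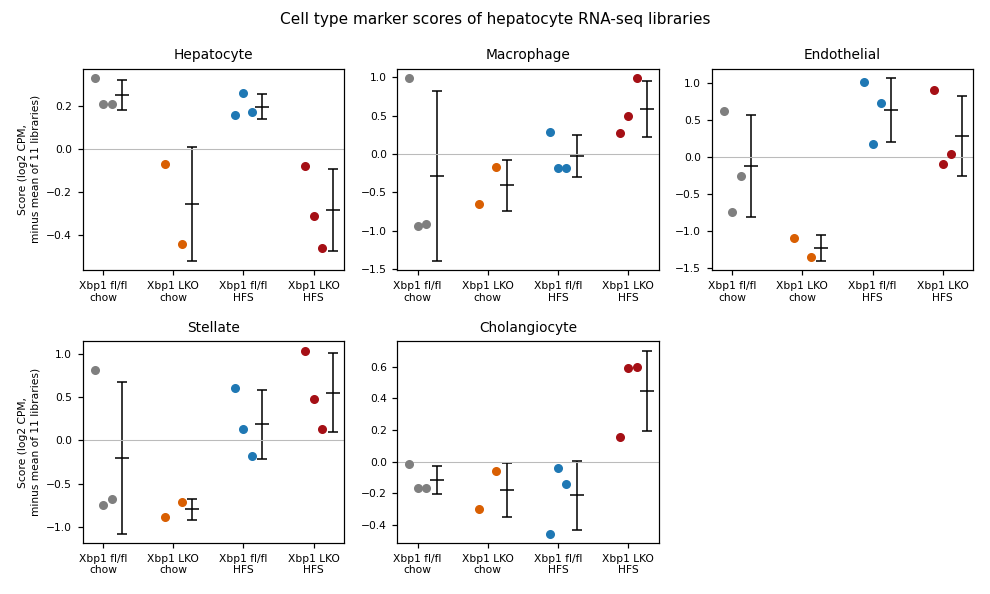
Score of each marker list (y axis, mean log2 CPM of the list's genes minus the mean of the 11 libraries) in each library (points), by genotype and diet (x axis), with the group mean and SD as black bars. Hepatocyte scores of every *Xbp1* LKO library lie below every *Xbp1* fl/fl library; the macrophage score of 1 chow-fed *Xbp1* fl/fl library is 0.99 and those of the other 2 are -0.94 and -0.91.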

Of note, 3 gene sets containing curated cluster markers for bile duct cells were enriched in HFS-fed *Xbp1*^LKO^ mice livers compared to HFS-fed *Xbp1*^fl/fl^ mice livers. This finding was further confirmed by CK19 staining showing increased ductular reaction in HFS-fed *Xbp1*^LKO^ mice livers compared to HFS-fed *Xbp1*^fl/fl^ mice livers (S2 Fig). There was no significant difference in CK19 staining between chow-fed *Xbp1*^LKO^ mice and *Xbp1*^fl/fl^ mice livers.

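In the genotype comparison on chow, 632 genes (230 higher, 402 lower) had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After HFS feeding, the comparison of *Xbp1* LKO with *Xbp1* fl/fl hepatocytes gave 543 genes (256 higher, 287 lower), and 276 genes passed in both, every one in the same direction. For diet, fewer passed: 57 genes (18 higher, 39 lower) in *Xbp1* fl/fl hepatocytes and 8 genes (6 higher, 2 lower) in *Xbp1* LKO hepatocytes. At an unadjusted p under 0.05 in edgeR's test there were 1190 and 1683 genes, in the same order. The *Xbp1* LKO comparison has only 2 chow-fed libraries, so the numbers 57 and 8 do not show a smaller effect of diet in that genotype. The interaction of genotype and diet gave 0 genes, with 816 at an unadjusted p under 0.05. Library totals in place of TMM factors moved the chow genotype comparison most, to 3000 genes of which 2685 were higher. DESeq2 called 1115 genes there, 981, 175 and 208 in the other comparisons in the order given, and 31 for the interaction. With the replicate number as a block, the chow genotype comparison gave 455 genes and the *Xbp1* LKO diet comparison 19; with the number taken from the other numbering of the libraries, the latter gave 53, where same-numbered libraries deviated together with a correlation of 0.21. Among genes whose groups did not overlap, edgeR's log2 fold changes in *Xbp1* LKO hepatocytes on chow were highest for *Vmn2r3* (at least 29.6-fold higher), *Rap1gap2* (at least 52.4-fold higher) and *Rnase2a* (at least 12.2-fold higher). Each was at or under 3 counts in every chow-fed *Xbp1* fl/fl library, so that their order against genes counted in both groups is not set. In the HFS-fed *Xbp1* fl/fl libraries *Rnase2a* had 15 to 55 counts. By log2 fold change, the largest falls on chow were *Grm8* (at least 17.5-fold lower), *Nucb2* (log2 fold change -5.54) and *Gm4956* (-4.43). After HFS feeding, *Vmn2r3* and *Rap1gap2* were again at least 35.2-fold and 24.3-fold higher, with *Rian* next (log2 fold change 6.2), and *Acpp* (-4.19), *Gm15998* (-4.01) and *Grm8* (-3.99) fell most. In *Xbp1* fl/fl hepatocytes the HFS diet raised *Cyp2b9* (5.49), *Lpl* (2.38) and *Ihh* (2.0) and lowered *Sqle* (-4.89) and *Cyp51* (-3.27), while *Idi1* was at least 21.2-fold lower. In *Xbp1* LKO hepatocytes it raised *Cyp2a4* (4.02), *Frmd4a* (2.49) and *Trim30a* (2.12) and lowered *Fdps* (-3.04) and *Pmvk* (-1.63), all log2 fold changes. The MSigDB Hallmark sets were not used here; hand-written gene lists of the corresponding pathways stand in for them, so the enrichment scores are not the paper's measure.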

We subsequently used Hallmark pathway analysis of hepatocyte RNA-Seq to determine changes in hepatocyte gene expression patterns in *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either diet. Fig 2A demonstrates that hepatocytes isolated from chow-fed *Xbp1*^LKO^ mice had lower expression of Interferon_Alpha_Response and Interferon_Gamma_Response pathways than hepatocytes isolated from chow-fed *Xbp1*^fl/fl^ mice. However, there were no differences in the expression of any other inflammatory or cytokine pathways. 

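The interferon alpha list (54 genes tested) had a normalized enrichment score of -2.04 in chow-fed *Xbp1* LKO against *Xbp1* fl/fl hepatocytes (fgsea, adjusted p = 7.5e-05), with 43 genes lower. Its first genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were *Trim30a* (log2 fold change -1.55, adjusted p = 0.020), *Bst2* (-0.52, 0.040) and *Cnp* (-0.94, 0.047). The interferon gamma list (64 genes) scored -1.52 (fgsea, adjusted p = 0.022), led by *B2m* (log2 fold change -1.04, adjusted p = 0.010), *H2-T23* (-1.14, 0.016) and *Iigp1* (-0.85, 0.025). Under a model with the replicate number as a block the lists scored -2.17 (adjusted p = 5.1e-06) and -1.66 (adjusted p = 0.0068) by fgsea. Under the other numbering of the libraries as a block, chosen after seeing the data, they scored -1.87 (adjusted p = 6.7e-04) and -1.32 (adjusted p = 0.115) by fgsea. Per library the difference did not exceed the spread. The alpha score was -0.42 ± 0.08 (SD, n = 2) in *Xbp1* LKO and -0.09 ± 0.33 (SD, n = 3) in *Xbp1* fl/fl libraries, and the groups overlapped (two-sided exact permutation test, p = 0.30). The gamma score was -0.16 ± 0.12 (SD, n = 2) and -0.05 ± 0.17 (SD, n = 3) (two-sided exact permutation test, p = 0.40). Without the first chow-fed *Xbp1* fl/fl library, the gamma list scored -1.29 (fgsea, adjusted p = 0.129), and the corresponding Reactome set scored -0.82 for interferon alpha (adjusted p = 0.836). That set has 11 tested genes and shares 4 with the list, so it measures mostly other genes.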

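Among the other inflammatory lists on chow, the 61 inflammatory response genes scored -1.24 (fgsea, adjusted p = 0.170) and the 57 IL2/STAT5 genes 0.86 (fgsea, adjusted p = 0.773), neither past the threshold. The 76 TNFA/NF-κB genes were higher in *Xbp1* LKO hepatocytes, with a score of 1.64 (fgsea, adjusted p = 0.0070). Without its immediate early genes, which were listed apart to test for stress of cell isolation, the list scored 1.27 (fgsea, adjusted p = 0.151). *Atf3*, one of these genes, is also in the list of PERK/ATF4 targets, which was higher on chow (2.47, fgsea, adjusted p = 1.5e-07). The lower score therefore cannot tell stress of isolation from a PERK/ATF4 response in *Xbp1* LKO hepatocytes. The 35 complement genes were lower, with a score of -2.2 (fgsea, adjusted p = 3.7e-05). By unadjusted p, the first inflammatory response genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were *Tapbp* (log2 fold change -0.91, adjusted p = 0.043), *Selenos* (-0.69, 0.043) and *Inhba* (-1.56, 0.063). The first TNFA/NF-κB genes were *Atf3* (log2 fold change 4.8, adjusted p = 0.0052), *Btg1* (-1.08, 0.015) and *Birc3* (-0.78, 0.026), those of the complement list *Hc* (log2 fold change -2.45, adjusted p = 0.0042), *Clu* (-1.28, 0.0098) and *Cfi* (-0.89, 0.015), and those of the IL2/STAT5 list *Pim1* (log2 fold change 1.07, adjusted p = 0.012), *Xbp1* (-0.87, 0.018) and *Igf2r* (-0.67, 0.022). Scores of the complement list were -0.42 ± 0.10 (SD, n = 2) in *Xbp1* LKO and 0.06 ± 0.21 (SD, n = 3) in *Xbp1* fl/fl libraries, without overlap, and those of the TNFA/NF-κB list 0.12 ± 0.20 (SD, n = 2) and -0.15 ± 0.13 (SD, n = 3), with overlap. With the replicate number as a block, the TNFA/NF-κB list scored 1.33 (adjusted p = 0.068), the inflammatory response list -1.5 (adjusted p = 0.035), the complement list -2.28 (adjusted p = 2.5e-06) and the IL2/STAT5 list -0.86 (adjusted p = 0.709) by fgsea, so the first lost and the second gained the threshold. Blocked by the other numbering of the libraries, a choice made after seeing the data, these 2 lists scored 1.58 (adjusted p = 0.025) and -1.34 (adjusted p = 0.115) by fgsea.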

When *Xbp1*^fl/fl^ mice were fed a HFS diet, hepatocyte expression of Interferon_Alpha_Response, Interferon_Gamma_Response and IL2_STAT5_Signaling pathways increased, while other inflammatory pathways remained unaffected (Fig 2B). In contrast, hepatocytes from *Xbp1*^LKO^ mice fed the HFS diet had increased expression of several additional liver injury or inflammation associated pathways, including Inflammatory_Response, Complement and TNFA_ Signaling_Via_NFκB pathways compared to HFS-fed *Xbp1*^fl/fl^ mice (Fig 2C). 

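After HFS feeding of *Xbp1* fl/fl mice, the interferon alpha list rose, with a normalized enrichment score of 2.26 (fgsea, adjusted p = 3.9e-06) and 41 of 54 genes higher. The interferon gamma list scored 1.04 and was not past the threshold (fgsea, adjusted p = 0.496). IL2/STAT5 genes scored 1.59 (fgsea, adjusted p = 0.045). None of the TNFA/NF-κB (-1.09, adjusted p = 0.408), inflammatory response (1.29, adjusted p = 0.242) and complement lists (1.0, adjusted p = 0.548) passed in fgsea. No single gene of these 6 lists had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Among the first genes were *Bst2* (log2 fold change 0.35, adjusted p = 0.326) and *Gbp3* (0.86, 0.332) for interferon alpha and *Gbp3* (log2 fold change 0.86, adjusted p = 0.332) and *Psme1* (-0.35, 0.360) for interferon gamma, and the first of the IL2/STAT5 list were *Gadd45b* (log2 fold change -2.59, adjusted p = 0.066), *Bmpr2* (0.43, 0.284) and *Nrp1* (0.82, 0.315). The TNFA/NF-κB list was led by *Gadd45b* (log2 fold change -2.59, adjusted p = 0.066), *Bcl6* (1.29, 0.266) and *Klf6* (-0.62, 0.300), the inflammatory response list by *Il1r1* (log2 fold change 1.14, adjusted p = 0.066), *Lyn* (0.32, 0.309) and *Aqp9* (0.34, 0.435) and the complement list by *Cfd* (log2 fold change 4.6, adjusted p = 0.316), *C6* (0.80, 0.360) and *Mbl2* (-0.38, 0.512). The interferon alpha score was 0.17 ± 0.15 (SD, n = 3) after HFS feeding, and its difference from the chow-fed libraries was within the spread between libraries (two-sided exact permutation test, p = 0.30). The IL2/STAT5 score was -0.0019 ± 0.03 (SD, n = 3) and -0.13 ± 0.06 (SD, n = 3), without overlap (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). Each of the 6 fits that left out 1 library left the IL2/STAT5 list short of the threshold, with adjusted p from 0.059 to 0.203 by fgsea.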

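Fig 2C compares HFS-fed with chow-fed *Xbp1* LKO mice. In that comparison the inflammatory response list scored 1.95 (fgsea, adjusted p = 1.6e-04), the complement list 1.82 (fgsea, adjusted p = 0.0027) and the TNFA/NF-κB list 1.29 (fgsea, adjusted p = 0.113). The inflammatory response score was 0.20 ± 0.01 (SD, n = 3) on the HFS diet and -0.21 ± 0.04 (SD, n = 2) on chow, and the complement score was -0.04 ± 0.10 (SD, n = 3) on the HFS diet. Neither overlapped between diets (two-sided exact permutation test, p = 0.10 for each, the smallest that 3 libraries against 2 allow). The TNFA/NF-κB score, 0.22 ± 0.11 (SD, n = 3) on the HFS diet, overlapped. None of the genes in these lists passed alone in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; the first were *Stab1* (log2 fold change 1.71, adjusted p = 0.229), *Cd14* (2.01, 0.253) and *Tlr3* (0.73, 0.283) for the inflammatory response, *Cd59a* (log2 fold change 0.44, adjusted p = 0.222), *Cd55* (1.98, 0.289) and *C1s1* (0.37, 0.294) for complement, and *Tsc22d1* (log2 fold change 1.61, adjusted p = 0.148), *Mcl1* (0.39, 0.220) and *Tnfaip3* (1.02, 0.235) for TNFA/NF-κB. A block for the replicate number gave the 3 lists scores of 1.98 (adjusted p = 1.4e-04), 1.96 (adjusted p = 8.8e-04) and 1.36 (adjusted p = 0.078) by fgsea. With the other numbering of the libraries, a block chosen after seeing the data, they scored 1.92 (adjusted p = 5.1e-04), 1.75 (adjusted p = 0.0049) and 1.44 (adjusted p = 0.038) by fgsea, so that the TNFA/NF-κB list passed. Against HFS-fed *Xbp1* fl/fl mice, complement genes were lower in HFS-fed *Xbp1* LKO hepatocytes, with a score of -2.21 (fgsea, adjusted p = 2.4e-05), led by *Hc* (log2 fold change -2.43, adjusted p = 0.0023), *Clu* (-1.47, 0.0031) and *Masp2* (-0.76, 0.0076).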

There was also a trend towards upregulation of apoptosis pathways in HFS-fed *Xbp1*^LKO^ mice compared to chow-fed *Xbp1*^LKO^ mice which did not reach statistical significance (p-adj = 0.07). 

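For apoptosis, 83 listed genes gave a normalized enrichment score of 1.32 in HFS-fed against chow-fed *Xbp1* LKO hepatocytes (fgsea, adjusted p = 0.095). The first genes were *Bbc3* (log2 fold change -0.89, adjusted p = 0.203), *Mcl1* (0.39, 0.220) and *Casp1* (2.49, 0.231) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 46 genes of the list were higher. Its score was 0.19 ± 0.06 (SD, n = 3) on the HFS diet and 0.05 ± 0.09 (SD, n = 2) on chow (two-sided exact permutation test, p = 0.20, with 0.10 the smallest possible). A block for the replicate number took the list past the threshold, with 1.41 (adjusted p = 0.047) by fgsea, and so did a block by the other numbering of the libraries, chosen after seeing the data, with 1.41 (adjusted p = 0.025).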

While hepatocytes from chow-fed *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice differed only in interferon pathway expression, Fig 2D demonstrates that in response to HFS dietary feeding, hepatocytes from *Xbp1*^LKO^ mice had greater expression of TNFA_ Signaling_Via_NFκB, Apoptosis and Inflammatory_Response pathways, but no differences in interferon pathways compared to hepatocytes from HFS-fed *Xbp1*^fl/fl^ mice.

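Among HFS-fed mice, the TNFA/NF-κB list was higher in *Xbp1* LKO than in *Xbp1* fl/fl hepatocytes, with a normalized enrichment score of 1.83 (fgsea, adjusted p = 4.0e-04), and so was the apoptosis list, with 1.82 (fgsea, adjusted p = 3.9e-04). The inflammatory response list scored 1.08 and did not pass (fgsea, adjusted p = 0.345). Interferon alpha genes scored 0.80 (fgsea, adjusted p = 0.808) and interferon gamma genes -0.89 (fgsea, adjusted p = 0.706). Of the TNFA/NF-κB genes, 8 were higher and 0 lower past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, led by *Relb* (log2 fold change 2.25, adjusted p = 0.0037), *Klf6* (1.22, 0.0046) and *Gadd45a* (1.31, 0.014). The apoptosis list was led by *Clu* (log2 fold change -1.47, adjusted p = 0.0031), *Gadd45a* (1.31, 0.014) and *Bcl2l11* (0.78, 0.026), the interferon alpha list by *Usp18* (log2 fold change 1.41, adjusted p = 0.031), *Trim25* (0.55, 0.051) and *Cnp* (-0.79, 0.055) and the interferon gamma list by *Tapbp* (log2 fold change -1.04, adjusted p = 0.014), *H2-T23* (-0.96, 0.021) and *H2-K1* (-0.69, 0.025). Among the first of the inflammatory response list were *Tapbp* (log2 fold change -1.04, adjusted p = 0.014) and *Il4ra* (-0.59, 0.025). In the HFS-fed *Xbp1* fl/fl libraries the TNFA/NF-κB score was -0.15 ± 0.09 (SD, n = 3) and the apoptosis score -0.12 ± 0.01 (SD, n = 3), each below every HFS-fed *Xbp1* LKO library. Both differences exceeded the spread between libraries (two-sided exact permutation test, p = 0.10 for each, the smallest that 3 libraries against 3 allow). The inflammatory response score of the *Xbp1* fl/fl libraries, 0.02 ± 0.06 (SD, n = 3), did not overlap that of the *Xbp1* LKO libraries either. With camera and the correlation between genes estimated from the libraries, the adjusted p of the TNFA/NF-κB list was 0.313 and that of the apoptosis list 0.224. The corresponding Reactome sets did not pass, with scores of 1.3 and 1.01 by fgsea. The first has 8 tested genes and shares 1 with the list, and the second has 127 and shares 29. They therefore measure mostly other genes. Whether these genotype differences depend on diet was tested by the interaction, which gave adjusted p = 0.313 for TNFA/NF-κB and 0.105 for apoptosis by fgsea.

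**Figure D2:**
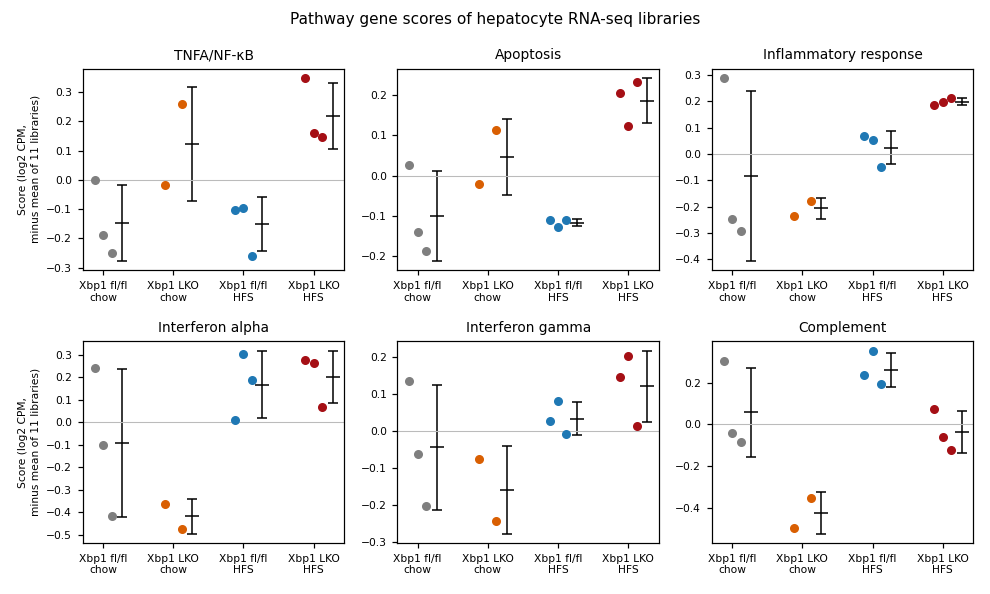
Score of each pathway list (y axis, mean log2 CPM of the list's genes minus the mean of the 11 libraries) in each library (points), by genotype and diet (x axis), with the group mean and SD as black bars. On the HFS diet the TNFA/NF-κB and apoptosis scores of every *Xbp1* LKO library lie above every *Xbp1* fl/fl library, and the interferon alpha scores overlap.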

**Fig 2:**
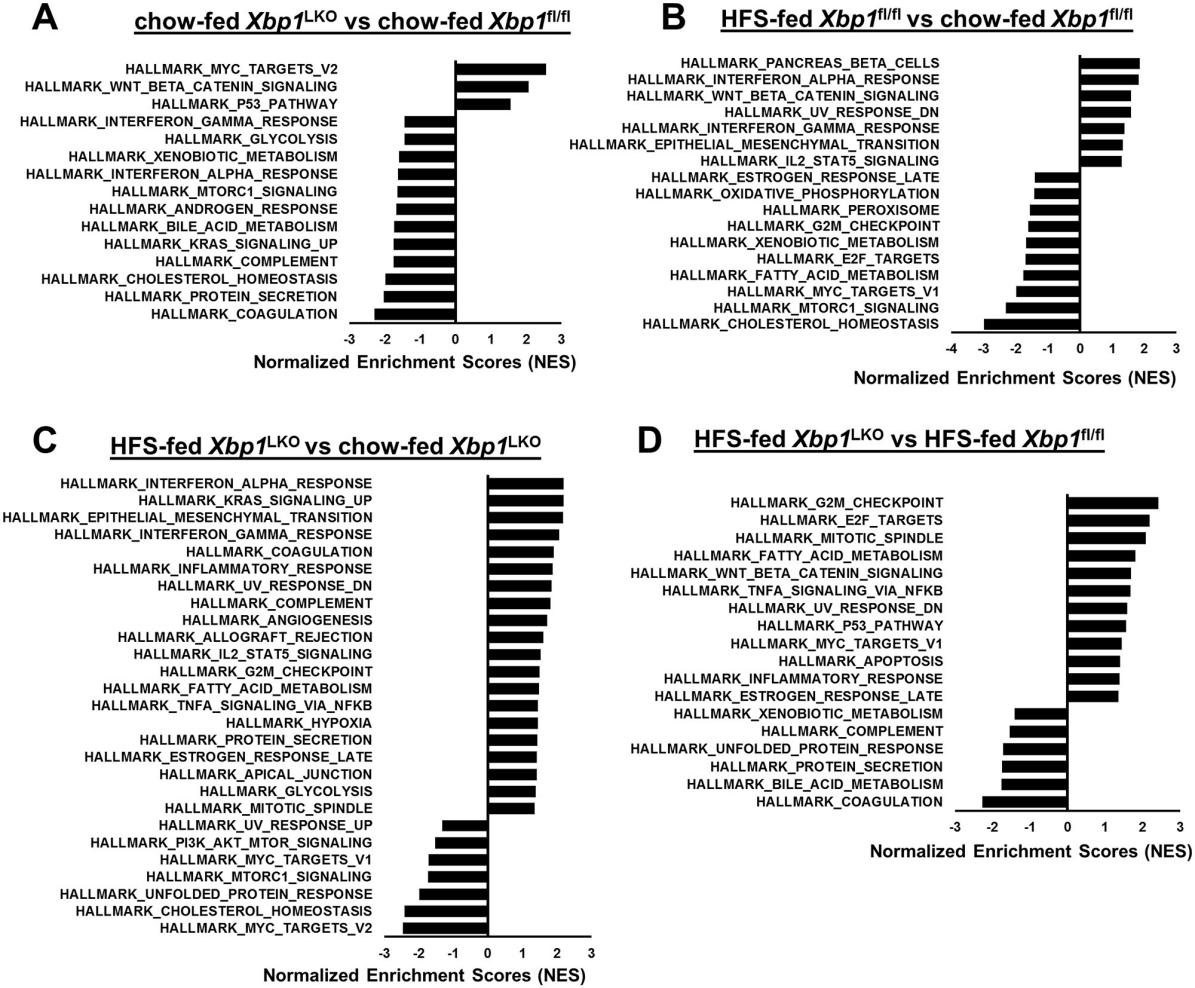
Hallmark pathway analysis comparing gene expression in hepatocytes isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either chow or HFS diet. RNA-Seq and Hallmark pathway analysis was performed on: (A) *Xbp1*^LKO^ mice fed chow compared to *Xbp1*^fl/fl^ mice fed chow, (B) *Xbp1*^fl/fl^ mice fed HFS diet compared to *Xbp1*^fl/fl^ mice fed chow. (C) *Xbp1*^LKO^ mice fed HFS diet compared *Xbp1*^LKO^ mice fed chow, and (D) *Xbp1*^LKO^ mice fed HFS diet compared to *Xbp1*^*f*l/fl^ mice fed HFS diet. n = 3 in chow-fed groups and n = 3 (pooled samples of 2 animals) in HFS-fed groups. Significantly enriched pathways with p-adj<0.05 were shown.

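Bile acid and cholesterol genes were compared between chow-fed *Xbp1* LKO and *Xbp1* fl/fl hepatocytes. The 31 cholesterol genes were lower in *Xbp1* LKO hepatocytes, with a normalized enrichment score of -2.66 (fgsea, adjusted p = 9.2e-11). Of them, 30 were lower and 11 passed alone in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, led by *Sc5d* (log2 fold change -0.96, adjusted p = 0.012), *Acss2* (-1.36, 0.012) and *Pmvk* (-1.2, 0.014). Cholesterol scores were 0.24 ± 0.27 (SD, n = 2) in *Xbp1* LKO and 1.17 ± 0.36 (SD, n = 3) in *Xbp1* fl/fl libraries (two-sided exact permutation test, p = 0.10, the smallest possible). The 39 bile acid genes scored -1.02 and did not pass (fgsea, adjusted p = 0.458), although 2 of them were lower past the threshold; the first were *Slc27a5* (log2 fold change -1.01, adjusted p = 0.023), *Baat* (-0.50, 0.049) and *Cyp7b1* (0.81, 0.161). Blocking on the replicate number, the cholesterol list scored -2.73 (adjusted p = 2.1e-13) and the bile acid list -1.0 (adjusted p = 0.484) by fgsea. With library totals in place of TMM, chosen after seeing the data, the bile acid score was 1.18.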

Consistent with the known mechanisms for regulation of lipid metabolism by the IRE1α/XBP1 pathway [9, 10], hepatocyte Bile_Acid_Metabolism and Cholesterol_Homeostasis pathway expression was lower in chow-fed *Xbp1*^LKO^ compared to chow-fed *Xbp1*^fl/fl^ mice (Fig 2A). 

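In HFS-fed mice, bile acid genes scored -1.32 in *Xbp1* LKO against *Xbp1* fl/fl hepatocytes (fgsea, adjusted p = 0.115), led by *Slc27a5* (log2 fold change -1.02, adjusted p = 0.013), *Abcg8* (-1.11, 0.021) and *Slco1a4* (-1.39, 0.101) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Bile acid scores of the libraries were -0.03 ± 0.05 (SD, n = 3) and 0.09 ± 0.07 (SD, n = 3), without overlap. Cholesterol genes scored -1.81 (fgsea, adjusted p = 0.0061), with *Pmvk* (log2 fold change -0.84, adjusted p = 0.047) and *Acss2* (-0.71, 0.099) among the first, while the scores of the libraries, -0.84 ± 0.35 (SD, n = 3) and -0.49 ± 0.10 (SD, n = 3), overlapped. HFS feeding lowered the cholesterol list in *Xbp1* fl/fl hepatocytes, with a score of -3.15 (fgsea, adjusted p = 2.6e-24) and 20 genes lower past the threshold, led by *Mvd* (log2 fold change -3.01, adjusted p = 0.0033), *Hmgcs1* (-2.56, 0.0033) and *Pmvk* (-1.98, 0.0033). In *Xbp1* LKO hepatocytes the list scored -3.16 after HFS feeding (fgsea, adjusted p = 8.1e-17), with 2 genes past the threshold and *Fdps* (log2 fold change -3.04, adjusted p = 0.026), *Pmvk* (-1.63, 0.029) and *Tmem97* (-0.73, 0.074) first. Blocking on the replicate number, the latter scored -3.23 (adjusted p = 9.7e-19) by fgsea.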

When fed HFS diet, Bile_Acid_Metabolism but not Cholesterol_Homeostasis pathway remained lower in *Xbp1*^LKO^ hepatocytes compared to *Xbp1*^fl/fl^ hepatocytes, while pathway expression for Cholesterol_Homeostasis was lower in both genotypes after HFS feeding (Fig 2B–2D). 

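Fatty acid oxidation genes (56 tested) stood in for the Fatty_Acid_Metabolism set. On chow the list scored 0.80 in *Xbp1* LKO against *Xbp1* fl/fl hepatocytes (fgsea, adjusted p = 0.846), and 1.3 (adjusted p = 0.119) with the replicate number as a block. Single genes moved both ways: *Acot2* (log2 fold change 2.1, adjusted p = 0.011), *Acsl5* (-1.06, 0.025) and *Pdk4* (2.76, 0.065) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In HFS-fed mice the list was higher in *Xbp1* LKO hepatocytes, with a score of 1.91 (fgsea, adjusted p = 3.9e-04) and 41 genes higher, led by *Acot2* (log2 fold change 1.41, adjusted p = 0.046), *Aldh3a2* (0.84, 0.082) and *Cyp4a14* (1.37, 0.092). The scores of the libraries on the HFS diet were 0.20 ± 0.01 (SD, n = 3) in *Xbp1* LKO and -0.05 ± 0.19 (SD, n = 3) in *Xbp1* fl/fl. The interaction of genotype and diet scored 1.57 (fgsea, adjusted p = 0.026), while a two-sided permutation test of the interaction in the list scores, over 100000 permutations of the residuals left by the effects of genotype and diet, gave p = 0.430.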

There were also no differences in Fatty_Acid_Metabolism pathways in the hepatocytes of two genotypes of mice fed chow, while in contrast, when fed the HFS diet there were genotype-specific differences in fatty acid metabolism pathways. 

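The effect of HFS feeding on the same list was taken within each genotype. In *Xbp1* fl/fl hepatocytes it scored 1.11 (fgsea, adjusted p = 0.410), with 33 genes higher and 23 lower, and *Fabp2* (log2 fold change 1.36, adjusted p = 0.071), *Slc27a2* (0.46, 0.346) and *Aldh3a2* (0.62, 0.462) first in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the fits that each left out 1 library that score ran from -0.92 to 1.97. In *Xbp1* LKO hepatocytes the list rose, with a score of 1.96 (fgsea, adjusted p = 1.6e-04) and 46 genes higher, led by *Fabp2* (log2 fold change 1.5, adjusted p = 0.152), *Vnn1* (0.98, 0.282) and *Ehhadh* (0.61, 0.317), and 1.76 (adjusted p = 0.0024) with the replicate number as a block. The score of the *Xbp1* LKO libraries on chow was -0.03 ± 0.11 (SD, n = 2).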

*Xbp1*^fl/fl^ mice had reduced expression, whereas *Xbp1*^LKO^ mice had increased expression of Fatty_Acid_Metabolism pathway after HFS feeding (Fig 2B and 2C).

### Hepatocyte UPR and apoptotic signaling in *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either chow or HFS diet

We have previously shown that liver C/EBP homologous protein (*Chop*) gene expression is significantly higher in *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice [4], therefore we examined *Chop* gene expression in hepatocytes isolated from chow-fed or HFS diet-fed *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice. The gene expression of *Chop* and its downstream target death-receptor 5 (*Dr5*) was not significantly different in chow-fed *Xbp1*^LKO^ and *Xbp1*^fl/fl^ hepatocytes (Fig 3A), but was significantly higher in HFS-fed *Xbp1*^LKO^ hepatocytes compared to HFS-fed *Xbp1*^fl/fl^ hepatocytes (Fig 3B, p<0.001).

**Fig 3:**
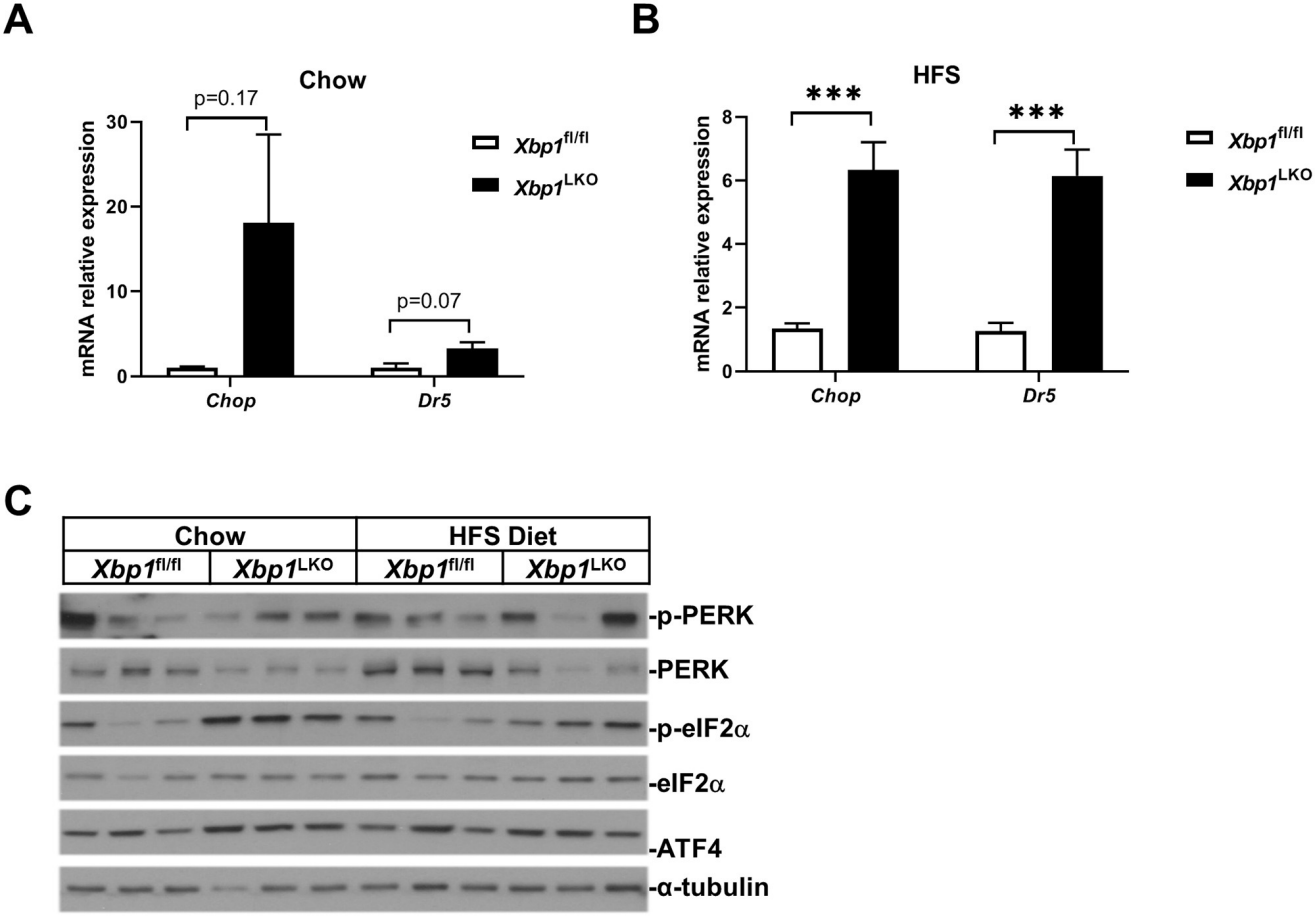
Hepatocyte p-eIF2α/ATF4/CHOP pathway expression was increased in *Xbp1*^LKO^ compared to *Xbp1*^fl/fl^ mice. Hepatocytes were isolated from *Xbp1*^fl/fl^ and *Xbp1*^LKO^ mice fed chow (n = 3 of each genotype) or HFS diet (n = 6 of each genotype). Gene and protein expression were examined by qPCR and western blotting. (A) The hepatocyte gene expression of *Chop* and *Dr5* was not significantly different in chow-fed *Xbp1*^fl/fl^ and *Xbp1*^LKO^ mice. (B) The hepatocyte gene expression of *Chop* and *Dr5* was higher in HFS-fed *Xbp1*^LKO^ mice compared to HFS-fed *Xbp1*^fl/fl^ mice. ***p<0.001 compared to *Xbp1*^fl/fl^ mice. (C) The protein expression of p-PERK, PERK, p-eIF2α, eIF2α and ATF4 was examined by western blotting with α-tubulin as a loading control. Each lane in HFS-fed samples represents pool lysates from 2 mice. The expression of p-eIF2α and ATF4 was increased in either chow fed HFS fed *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice.

CHOP can be activated via the PERK/eukaryotic translation initiation factor 2α/activating transcription factor 4 (PERK/eIF2α/ATF4) pathway. Protein expression of PERK, but not phosphorylated PERK (p-PERK), was lower in *Xbp1*^LKO^ hepatocytes compared to *Xbp1*^fl/fl^ hepatocytes on either diet (Fig 3C), although gene expression of hepatocyte PERK (*Eif2ak3*) was not different between the two genotypes (Table 1). 

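*Eif2ak3* (ENSMUSG00000031668) lies on chromosome 6 from 70844515 to 70905245 of GRCm38. Its expression was 14.5 ± 5.86 CPM (SD, n = 2) in *Xbp1* LKO and 14.5 ± 1.65 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes on chow, a log2 fold change of -0.0014 (standard error 0.22, adjusted p = 0.999). In HFS-fed mice it was 13.8 ± 2.16 CPM (SD, n = 3) in *Xbp1* LKO and 15.8 ± 1.33 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes, a log2 fold change of -0.20 (standard error 0.20, adjusted p = 0.684). Both are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the libraries of the genotypes overlapped on both diets. Leaving out each *Xbp1* fl/fl library in turn moved the log2 fold change between -0.09 and 0.06 on chow, where no *Xbp1* LKO library was left out. Leaving out each library of either genotype in turn moved it between -0.33 and -0.10 on the HFS diet. Scaling by library totals moved it most, to 0.34 on chow and 0.05 on the HFS diet. That scaling also raised the median log2 fold change of all tested genes, to 0.33 and 0.27, so the move is not particular to this gene.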

PERK activates its downstream target eIF2α by phosphorylation. The expression of p-eIF2α was increased in *Xbp1*^LKO^ hepatocytes compared to *Xbp1*^fl/fl^ hepatocytes on either diet while total eIF2α was similar in both genotypes (Fig 3C). Protein expression of ATF4 was also elevated in *Xbp1*^LKO^ hepatocytes compared to *Xbp1*^fl/fl^ hepatocytes. In addition to PERK, eIF2α can be phosphorylated by 3 other kinases in the integrated stress response (ISR) pathway: heme-regulated eIF2α kinase (HRI, *Eif2ak1*), double-stranded RNA-dependent protein kinase (PKR, *Eif2ak2*), and general control non-derepressible 2 (GCN2, *Eif2ak4*). The gene expression of these eIF2α kinases were unaffected by genotype or diet, except *Eif2ak1* gene expression was slightly decreased in *Xbp1*^LKO^ hepatocytes after HFS feeding (Table 1). 

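*Eif2ak1* (ENSMUSG00000029613, chromosome 5 from 143817788 to 143904251 of GRCm38) had 56.9 ± 4.14 CPM (SD, n = 2) in *Xbp1* LKO and 68 ± 5.09 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes on chow, a log2 fold change of -0.26 (standard error 0.11, adjusted p = 0.232). In HFS-fed mice it was 55.1 ± 2.67 CPM (SD, n = 3) in *Xbp1* LKO and 70.9 ± 4.57 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes, a log2 fold change of -0.36 (standard error 0.10, adjusted p = 0.064). The libraries of the genotypes did not overlap on either diet, and the fits that left out 1 library each gave adjusted p from 0.090 to 0.206 on the HFS diet. DESeq2 gave an adjusted p = 0.015 there. *Eif2ak2* (chromosome 17 from 78852564 to 78882573) had a log2 fold change of -0.39 (standard error 0.13, adjusted p = 0.138) on chow and a log2 fold change of -0.09 (standard error 0.12, adjusted p = 0.766) on the HFS diet. *Eif2ak4* (chromosome 2 from 118388618 to 118475234) had a log2 fold change of -0.15 (standard error 0.13, adjusted p = 0.579) and a log2 fold change of -0.02 (standard error 0.12, adjusted p = 0.964). HFS feeding changed none of the 4 kinase genes past the threshold in *Xbp1* fl/fl hepatocytes, with log2 fold changes from -0.27 to 0.22, or in *Xbp1* LKO hepatocytes, from -0.13 to 0.51. All adjusted p of the log2 fold changes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.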

Constitutive repressor of eIF2alpha phosphorylation (CReP) is a member of the ISR and is involved in the de-phosphorylation of p-eIF2α. CReP is also regulated by IRE1-dependent decay of messenger RNAs (RIDD) [11]. 

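*Ppp1r15b* (ENSMUSG00000046062), which encodes CReP, lies on chromosome 1 from 133131143 to 133139783 of GRCm38. Its expression was 78.2 ± 7.08 CPM (SD, n = 2) in *Xbp1* LKO and 139 ± 17.3 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes on chow, a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.0074). In HFS-fed mice it was 85.9 ± 3.60 CPM (SD, n = 3) in *Xbp1* LKO and 147 ± 14.1 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes, a log2 fold change of -0.78 (standard error 0.12, adjusted p = 0.0054), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These are reductions of 43.7% and 41.7%. On each diet every *Xbp1* LKO library was below every *Xbp1* fl/fl library. Across the fits that each left out 1 library, the log2 fold change ran from -0.90 to -0.73 on chow and from -0.84 to -0.71 on the HFS diet. On chow only *Xbp1* fl/fl libraries were left out.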

Hepatocytes from chow or HFS-fed *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice had a 40% reduction in CReP (*Ppp1r15b*) gene expression (Table 1) consistent with increased p-eIF2α protein expression. 

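*Dgat2* (ENSMUSG00000030747, chromosome 7 from 99153658 to 99182719 of GRCm38) had 229 ± 94.6 CPM (SD, n = 2) in *Xbp1* LKO and 716 ± 87.5 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes on chow, a log2 fold change of -1.64 (standard error 0.27, adjusted p = 0.0073). In HFS-fed mice it was 253 ± 52.6 CPM (SD, n = 3) in *Xbp1* LKO and 933 ± 128 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes, a log2 fold change of -1.89 (standard error 0.23, adjusted p = 0.0025), and no library overlapped between genotypes. *Bloc1s1* (ENSMUSG00000090247, chromosome 10 from 128917882 to 128924035) had 0.388 ± 0.116 CPM (SD, n = 2) in *Xbp1* LKO and 1.36 ± 0.386 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes on chow, a log2 fold change of -1.79 (standard error 0.66, adjusted p = 0.157). In HFS-fed mice it was 0.355 ± 0.276 CPM (SD, n = 3) in *Xbp1* LKO and 1.18 ± 0.213 CPM (SD, n = 3) in *Xbp1* fl/fl hepatocytes, a log2 fold change of -1.73 (standard error 0.58, adjusted p = 0.132), so neither difference passed the threshold, although its libraries did not overlap either. It had 1 to 32 counts per library and 55.9% of its exonic bases lie within exons of another gene on the same strand; its neighbour *Rdh5* (188 to 350 counts per library) overlaps it. DESeq2 gave *Bloc1s1* an adjusted p = 0.066 on chow and 0.043 on the HFS diet. The adjusted p of the log2 fold changes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A wider list of 18 RIDD targets was lower on both diets, with normalized enrichment scores of -2.37 and -2.24 (fgsea, adjusted p = 5.3e-07 and 1.8e-05).

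**Figure D3:**
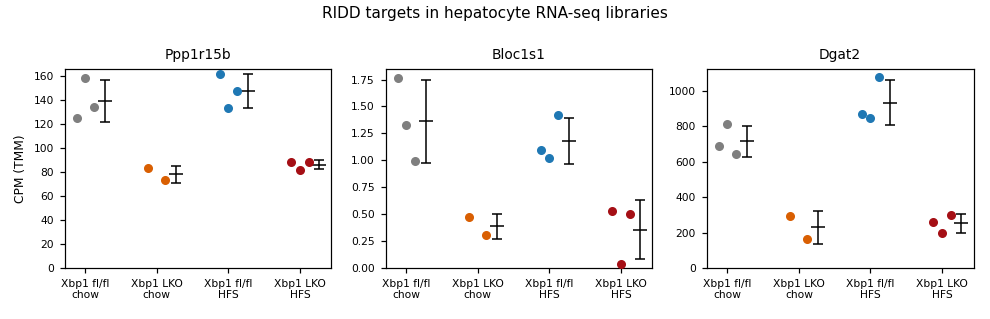
Expression of each gene (y axis, TMM-normalized CPM, from 0) in each library (points), by genotype and diet (x axis), with the group mean and SD as black bars. For each gene, every *Xbp1* LKO library lies below every *Xbp1* fl/fl library on the same diet.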

Hepatocytes from both chow and HFS diet fed *Xbp1*^LKO^ mice also had marked reduction of gene expression of other RIDD targets (*Bloc1s1*, *Angptl3*, *Dgat2*) (Table 1).

**Table 1:** RNA-Seq gene expression of eIF2α kinases and RIDD targets in *Xbp1*^LKO^ and *Xbp1*^fl/fl^ hepatocytes.

Gene Name	chow (FC)	p-adj_chow	HFS Diet (FC)	p-adj_HFS
**eIF2α kinases**				
*Eif2ak1*	0.849	0.268	0.791	0.028
*Eif2ak2*	0.732	0.098	1.031	0.954
*Eif2ak3*	0.959	0.960	0.890	0.888
*Eif2ak4*	0.925	0.840	0.974	0.964
**RIDD targets**				
*Bloc1s1*	0.213	1.78E-10	0.238	1.61E-11
*Angptl3*	0.246	1.08E-12	0.322	2.31E-10
*Ppp1r15b*	0.590	2.42E-05	0.629	3.72E-05
*Dgat2*	0.321	3.08E-08	0.271	2.81E-13

Hepatocyte RNA-seq data was used to compare the gene expression of eIF2α kinases and selected RIDD targets in *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed chow or HFS diet. FC: fold change.

Lastly, we determined the effect of XBP1 deficiency on protein expression of proapoptotic proteins regulated by UPR including BAX (induced by CHOP) and other BCL-2 family members in isolated hepatocytes. Fig 4 demonstrates the expression of hepatocyte BCL-2 family proteins in chow and HFS diet fed *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice. BAX protein expression was significantly higher in *Xbp1*^LKO^ hepatocytes when fed either diet, and BAK was higher in chow fed *Xbp1*^LKO^ hepatocytes. The anti-apoptotic proteins BCL-2 and BCL-XL were also higher in hepatocytes from *Xbp1*^LKO^ mice fed chow or HFS diet compared with *Xbp1*^fl/fl^ mice.

**Fig 4:**
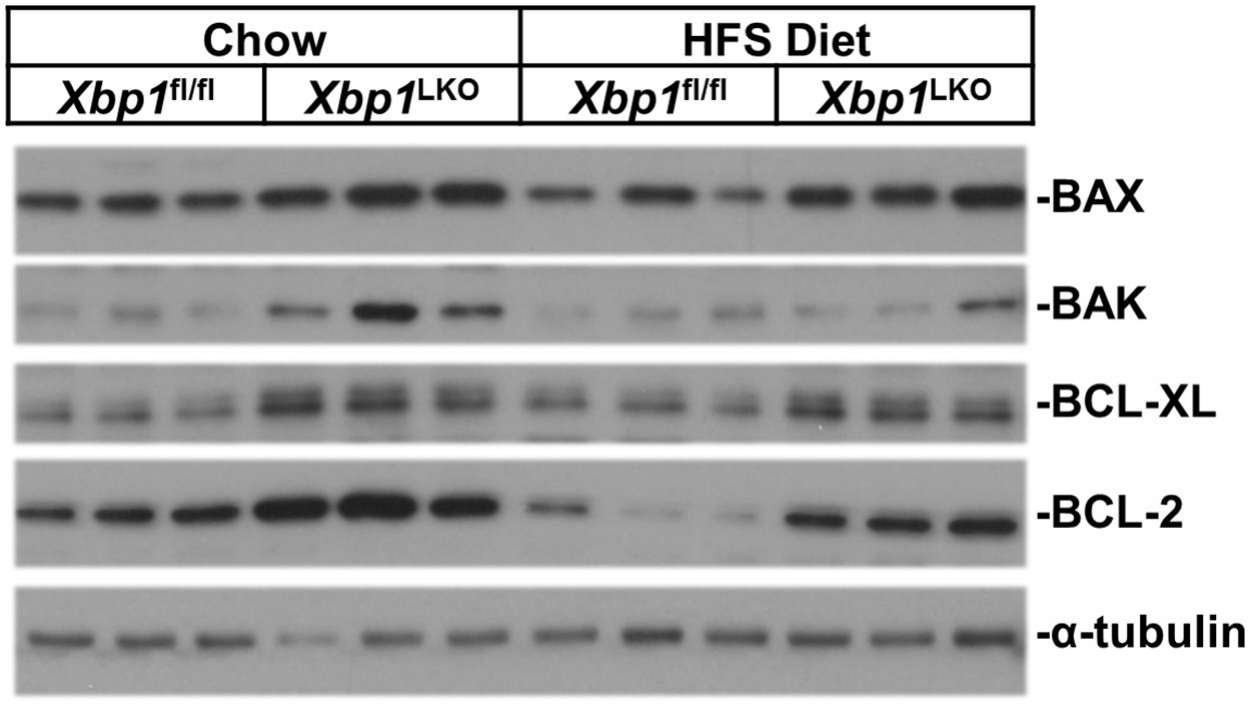
Expression of BCL-2 family proteins in hepatocytes isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed chow or HFS diet. Hepatocyte protein expression of BAX, BAK, BCL-2 and BCL-XL was greater in chow fed *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice. Although protein expression did not increase with HFS diet feeding, the hepatocyte protein expression of BAX, BCL-2 and BCL-XL remained higher in *Xbp1*^LKO^ mice. Each lane in HFS-fed samples represents pool lysates from 2 mice.

### Hepatic stellate cells were activated in *Xbp1*^LKO^ mice after HFS feeding

We isolated hepatic stellate cells from both *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either chow or HFS diet. Hepatic stellate cell gene expression of *Co1a1* and *Acta2* was similar in chow fed *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice (Fig 5A). After HFS feeding, hepatic stellate cells isolated from *Xbp1*^LKO^ mice had enhanced gene expression of *Col1a1* and *Acta2*, being 10-fold higher (p = 0.02) and 6-fold higher (p = 0.03) compared to *Xbp1*^fl/fl^ mice, respectively (Fig 5B). The gene expression of the active XBP1 spliced form (*Xbp1s*) was unchanged under chow or HFS diet (Fig 5A and 5B). Western blotting revealed that smooth muscle α actin protein expression was minimal in hepatic stellate cells isolated from chow fed mice or HFS diet fed *Xbp1*^fl/fl^ mice, and was abundantly expressed in hepatic stellate cells isolated from HFS diet fed *Xbp1*^LKO^ mice (Fig 5C).

**Fig 5:**
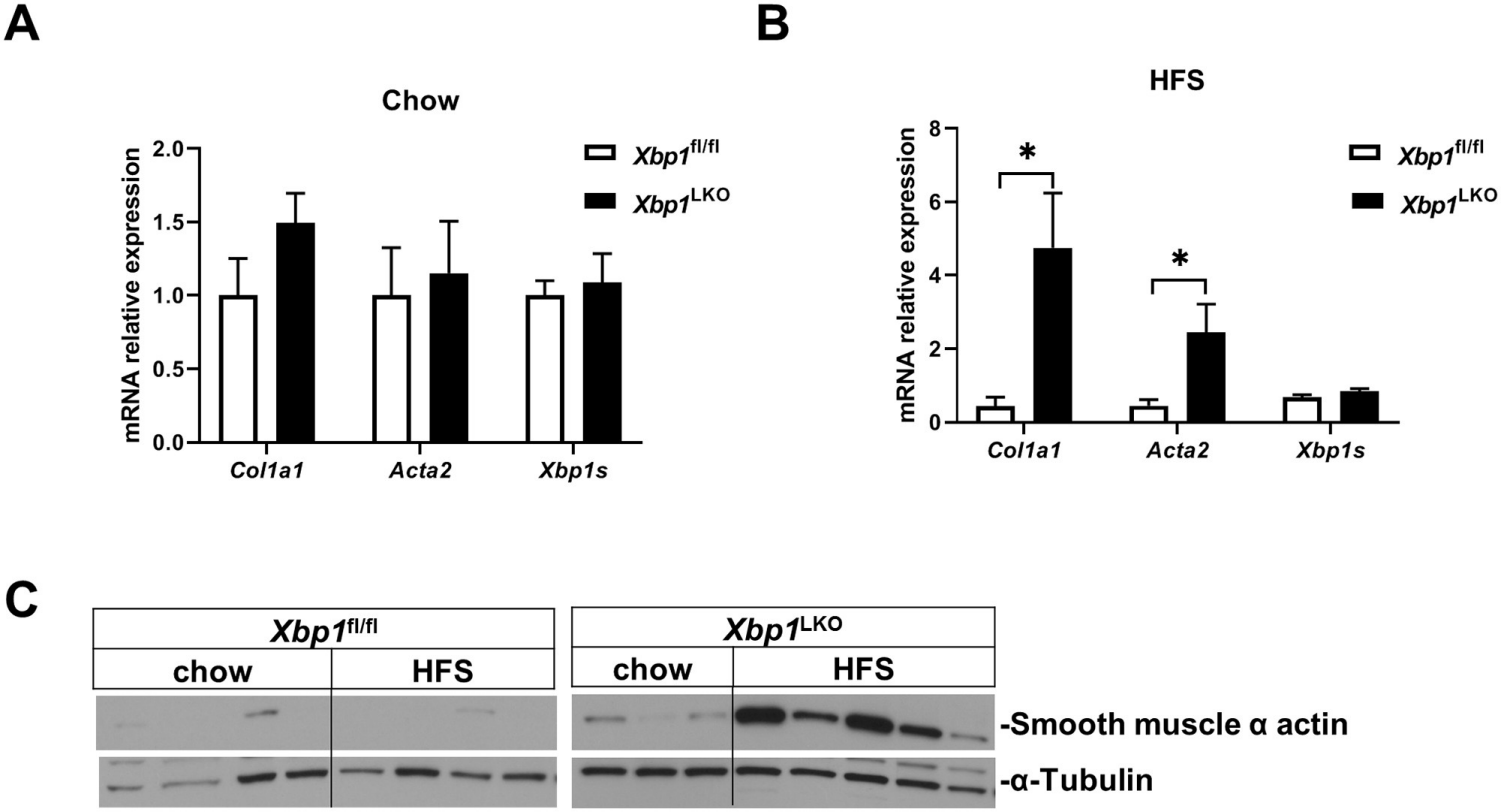
Hepatic stellate cell activation was increased in *Xbp1*^LKO^ mice fed HFS diet. Hepatic stellate cells were isolated from *Xbp1*^fl/fl^ and *Xbp1*^LKO^ mice fed chow (n = 3–4 of each genotype) or HFS diet (n = 4–5 of each genotype). (A) Hepatic stellate cell gene expression of *Col1a1*, *Acta2* and *Xbp1s* was similar between chow fed *Xbp1*^fl/fl^ and *Xbp1*^LKO^ mice. (B) Hepatic stellate cell gene expression of *Col1a1* and *Acta2* was higher in *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice after HFS feeding. *Xbp1s* expression remained similar between the two genotypes. *p<0.05 compared to HFS fed *Xbp1*^fl/fl^ mice. (C) Western blotting showed that hepatic stellate cell protein expression of smooth muscle α actin was increased in *Xbp1*^LKO^ mice, but not in *Xbp1*^fl/fl^ mice after HFS feeding.

### XBP1 regulation of the hepatic immune response

To better characterize the immune cell subsets responsible for the hepatic inflammatory response, we performed flow cytometry on CD45+ cells from liver tissues of *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed chow or HFS diet (S3 Fig). A range of 1.52 x 10^6^ to 5.28 x 10^7^ total cells were obtained for all samples. Increased numbers of both Ly6c+ and Ly6c- monocyte-derived macrophages in chow-fed *Xbp1*^LKO^ compared to *Xbp1*^fl/fl^ mice (p = 0.038 and 0.010, respectively) were detected using flow cytometry analysis of 3 hepatic macrophage cell subsets (Fig 6A). Chow fed *Xbp1*^LKO^ mice also had more Ly6c- monocyte-derived macrophages than HFS diet fed *Xbp1*^LKO^ mice (p = 0.005). In contrast, the number of CD64^high^ macrophages did not differ between groups. Chow fed *Xbp1*^LKO^ mice also had significantly more dendritic cells and adaptive immune cells (B and T cells) compared to both chow fed *Xbp1*^fl/fl^ and HFS fed *Xbp1*^LKO^ mice (p< 0.001 for all comparisons) (Fig 6B). The numbers of eosinophils and neutrophils were similar among all groups.

**Fig 6:**
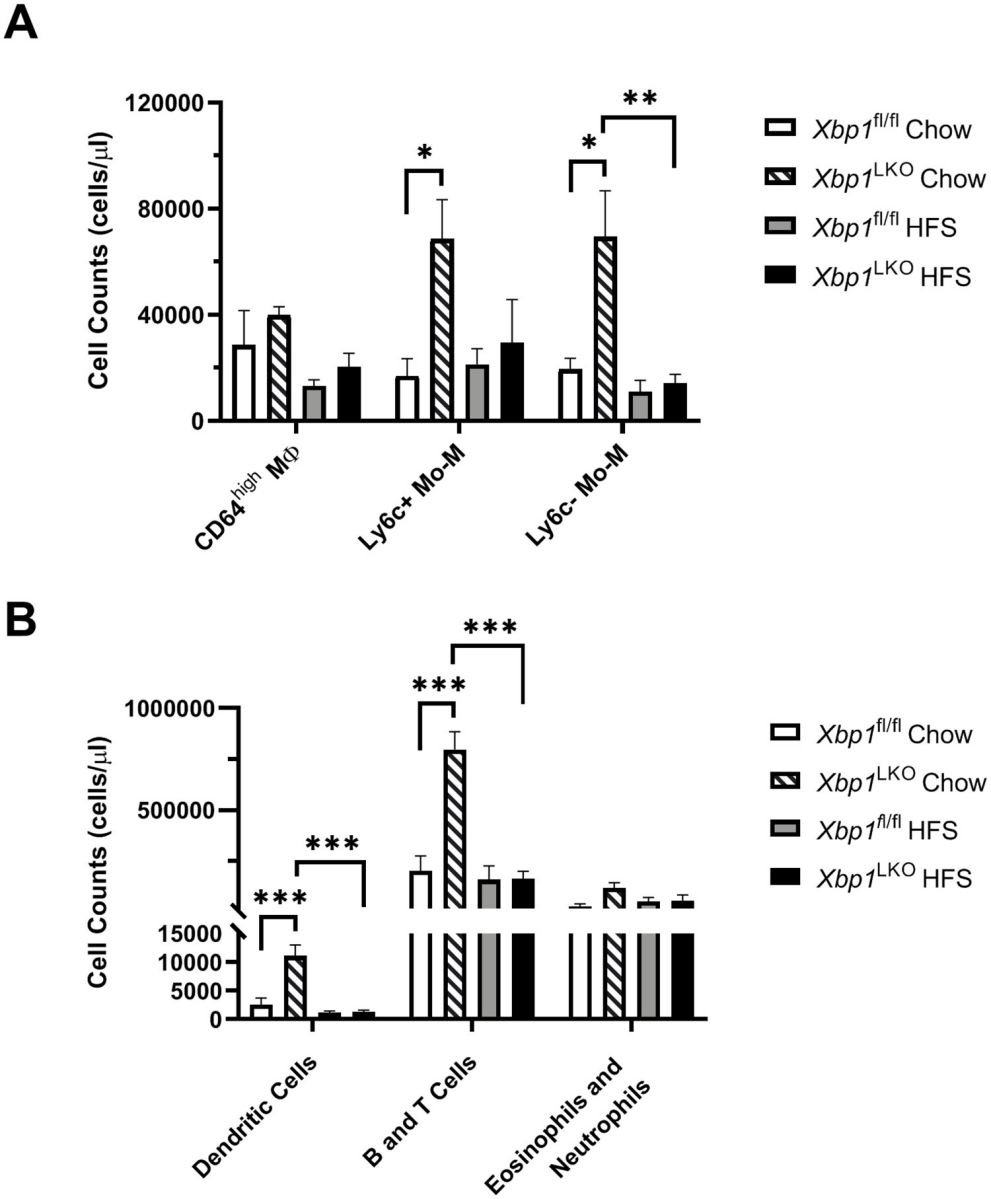
Increased immune cell recruitment in chow fed *Xbp1*^LKO^ mice. *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice were fed chow or HFS diet and immune cells were characterized using flow cytometry (n = 4 in each group). (A) The number of Ly6c+ and Ly6c- monocyte-derived macrophages (Mo-M) were higher in chow fed *Xbp1*^LKO^ mice compared to chow fed *Xbp*1^fl/fl^ mice. (B) Analysis of other immune cell subsets demonstrates an increase in the number of dendritic cells and adaptive immune cells in chow fed *Xbp1*^LKO^ mice, whereas the number of eosinophils and neutrophils was similar in all groups. No immune cell subsets were significantly different in HFS diet fed *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice. *p<0.05; **p<0.01, ***p<0.001.

We next identified genes known to play a role in immune function that were differentially expressed in whole liver but not hepatocyte RNA-Seq analysis. There were 16 immune genes that were differentially expressed between *Xbp1*^fl/fl^ and *Xbp1*^LKO^ mice fed chow. Of these, 4 genes were only different on chow but not HFS diet, and 12 genes were different on either diet (S4A and S4C Fig). In addition, 87 immune genes were differentially expressed between *Xbp1*^fl/fl^ and *Xbp1*^LKO^ mice fed HFS diet, including 75 genes that were only different on HFS diet, but not chow, and 12 genes that differed on either diet (S4B and S4C Fig). Among these are genes encoding various cytokines and chemokines, genes involved in antigen presentation, interferon response genes, and tumor necrosis factor signaling, consistent with the increased inflammatory response in *Xbp1*^LKO^ mice fed HFS diet [4].

### Deletion of hepatic IRE1α did not alter liver injury in mice fed HFS diet

Hepatic XBP1 ablation causes enhanced expression and activity of its upstream activator IRE1α, therefore we investigated the effect of hepatic IRE1α deletion in the HFS dietary model of NASH. After HFS feeding, there was no difference in serum ALT, hepatic triglyceride and hepatic cholesterol levels between *Ire1α*^fl/fl^ and *Ire1α*^LKO^ mice (Fig 7A–7C). H&E staining demonstrates increased liver steatosis in both *Ire1α*^fl/fl^ and *Ire1α*^LKO^ mice after HFS feeding, but there was essentially no inflammation or ballooning (Fig 7D). As expected, hepatic gene expression of *Ire1α*, *Xbp1s* and the XBP1 downstream target *ERdj4*, but not XBP1 unspliced (*Xbp1u*), was decreased in *Ire1α*^LKO^ mice compared to *Ire1α*^fl/fl^ mice (p<0.001, p = 0.01, p = 0.002, respectively). The hepatic expression of the apoptotic genes *Chop* and *Dr5* was similar between HFS fed *Ire1α*^fl/fl^ and *Ire1α*^LKO^ mice (Fig 7E).

**Fig 7:**
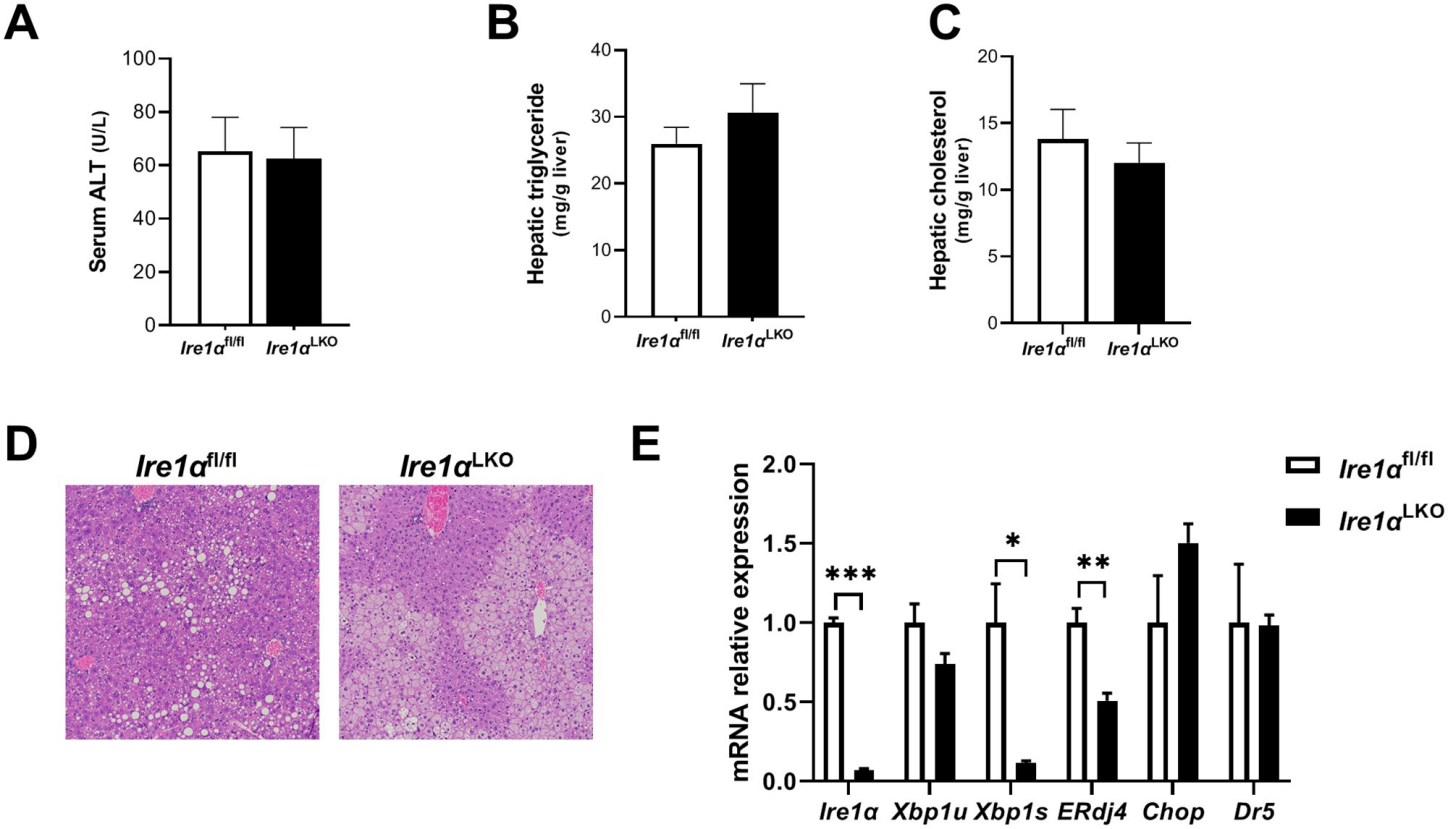
Serum ALT, hepatic triglyceride and cholesterol levels, and hepatic UPR gene expression in *Ire1α*^LKO^ and *Ire1α*^fl/fl^ mice fed HFS diet. *Ire1α*^LKO^ and *Ire1α*^fl/fl^ mice fed HFS diet for 5 weeks had similar (A) serum ALT, (B) hepatic triglyceride, and (C) hepatic cholesterol levels. (D) Representative images of H&E staining were shown. (E) Hepatic gene expression of *Ire1α*, *Xbp1s* and *ERdj4* were lower in *Ire1α*^LKO^ mice compared to *Ire1α*^fl/fl^ mice, while *Xbp1u* expression was similar. However, hepatic expression of the apoptotic genes (*Chop* and *Dr5*) was similar in both groups. n = 5 in each group. *p<0.05; **p<0.01, ***p<0.001 compared to *Ire1α*^fl/fl^ mice.

## Discussion

An increasing amount of data from both human and animal studies indicate that the hepatic UPR is important in the pathogenesis of NASH, as well as many other liver diseases. High fat, high caloric diets are a widely utilized murine model for obesity, hepatic steatosis and insulin resistance, however, we concomitantly administered dietary fructose/glucose since this can induce steatohepatitis with or without hepatic fibrosis. We have previously fed a high fat, high caloric diet with fructose/sucrose and demonstrated that *Xbp1*^LKO^ mice develop more rapid and severe steatohepatitis than *Xbp1*^*f*l/fl^ mice [4]. However, studies examining cell signaling in the liver have not adequately distinguished and determined the important roles of both hepatocytes and non-parenchymal cells. In whole liver homogenates, it is not possible to determine important cell signaling that occurs in hepatocytes, hepatic stellate cells and immune cells since strong signaling in one cell type can obscure important signaling pathways in other cell types. Therefore, we fed the HFS diet to *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice and isolated hepatocytes, hepatic stellate cells, macrophage and other immunologic cells to determine hepatocyte-specific changes of the UPR and other associated cell signaling pathways.

After confirming the cell purity and hepatocyte-specific deletion of XBP1 in these cell types, we performed RNA-Seq on hepatocytes isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either chow or a HFS diet. GSEA pathway analysis on the hepatocyte RNA-Seq and whole liver RNA-Seq available from similarly treated mice revealed enhanced expression of stellate cell and bile duct pathways in the whole liver, but not hepatocytes. In line with increased gene expression of bile duct cell markers, we observed enhanced CK19 staining in *Xbp1*^LKO^ mice after HFS feeding compared to *Xbp1*^fl/fl^ mice. Ductular reaction has been associated with progressive NASH and liver fibrosis [12, 13]. The increased ductular reaction is consistent with greater liver injury and fibrosis in HFS-fed *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice. Furthermore, following HFS diet feeding, tissue and resident macrophage pathway expression differences also occurred, consistent with the enhanced steatohepatitis that occurred after HFS diet feeding.

*Xbp1*^LKO^ hepatocytes have markedly increased *Chop* gene expression, similar to our previous report in whole liver [4]. A major UPR regulator of CHOP is the PERK/eIF2α/ATF4 signaling cascade. PERK protein expression was seemingly paradoxically reduced in the *Xbp1*^LKO^ mice. This is consistent with previous report [11], although the etiology remains unclear. In addition, expression of the other ISR genes PKR, HRI and GCN2 was largely unchanged. Therefore, although p-eIF2α expression was increased with unchanged eIF2α in the *Xbp1*^LKO^ compared to *Xbp1*^fl/fl^ hepatocytes, it is unlikely that this is due to ISR kinase phosphorylation of eIF2α. Protein expression of the p-eIF2α target ATF4, its downstream target gene *Chop*, and the CHOP target gene *Dr5* was also increased in hepatocytes from *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice either under chow or HFS feeding. *Xbp1*^LKO^ mice have increases in hepatic p-IRE1α expression and resultant RIDD activation [9, 11], and it has been previously reported that CReP is a RIDD target [11]. In transfected cultured cells, IRE1α over-expression reduces CReP gene expression with a resultant increase in level of p-eIF2α expression. Therefore, the increased p-eIF2α expression may be due, at least in part, to the diminished CReP expression in hepatocytes isolated from *Xbp1*^LKO^ mice. In addition to increased pro-apoptotic *Chop* gene, hepatocyte expression of both pro-apoptotic proteins (BAX and BAK) and anti-apoptotic proteins (BCL-2 and BCL-XL) was significantly higher in chow fed *Xbp1*^LKO^ mice compared with *Xbp1*^fl/fl^ mice. These genotypic changes persisted after HFS diet. HFS feeding had no significant effects on expression of BAX, BAK and BCL-XL, but seemed to decrease BCL-2 expression.

In addition to CReP, we determined that several other RIDD targets were also diminished in *Xbp1*^LKO^ compared to *Xbp1*^fl/fl^ hepatocytes. Since *Xbp1*^LKO^ mice have increased IRE1α expression and RIDD activity, it raises the possibility that the phenotype of *Xbp1*^LKO^ mice may be due to increased RIDD activity. Therefore, we next fed the HFS diet to *Ire1α*^LKO^ mice, which have diminished hepatic expression of both IRE1α and XBP1. There was no difference in liver injury between the two genotypes, indicating that the phenotype of *Xbp1*^LKO^ mice is not merely due to the loss of hepatic XBP1 and that liver XBP1-independent signaling may also be important in the disease pathogenesis. It has been reported that hepatocyte specific *Ire1α*^-/-^ mice fed high-fat diet had significant microvesicular steatosis, whereas high fat diet-fed *Ire1α*^fl/fl^ mice developed macrovesicular steatosis [14], which is consistent with our findings. Of note, in our study, the *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice are in a C57BL/6 background strain, while the *Ire1α*^LKO^ and *Ire1α*^fl/fl^ mice are in a mixed C57BL/6/129 background strain, and the mechanism of Cre gene expression differed between these mice, so we cannot directly compare the results of the hepatocyte-specific IRE1α and XBP1 knockout genotypes. A previous report using *Xbp1*^LKO^ mice revealed liver UPR activation of several proteins and genes with fructose feeding, an effect that may be mediated via RIDD [15].

We identified gene expression of hepatocyte inflammatory pathways using RNA-Seq. The differentially expressed inflammatory pathways from chow fed *Xbp1*^LKO^ versus *Xbp1*^fl/fl^ hepatocytes were restricted to interferon alpha and gamma pathways. In contrast, following HFS diet feeding, *Xbp1*^LKO^ hepatocytes showed enrichment for inflammatory pathways including the TNFA_Signaling_Via_NFκB, Inflammatory_Response, and Apoptosis pathways. These findings contrast with findings on flow cytometry that showed no difference in immune cell numbers between genotypes fed the HFS diet. These data suggest that hepatocyte-driven inflammatory signaling may play a critical role in the immune injury in *Xbp1*^LKO^ mice. However, we cannot exclude the possibility that changes in smaller immune cell subsets not defined by canonical cell surface markers may contribute to the transcriptional activation of inflammatory pathways in the setting of HFS diet. For example, myeloid cell diversity identified by single-cell sequencing in NASH found distinct cell populations associated with specific environmental niches [16]. Lastly, we cannot exclude the possibility that changes in immune cell numbers in response to HFS feeding may occur at other time points.

The complex metabolic network regulating macrophage polarization has been previously described [17, 18]. However, a role for XBP1 in these networks has not been identified, despite known associations between the UPR and innate inflammation [19]. We observed increased numbers of immune cell subsets in chow-fed *Xbp1*^LKO^ compared to *Xbp1*^fl/fl^ mice including monocyte-derived Ly6c+ and Ly6c- macrophages, dendritic cells, and adaptive immune cells. This observation suggests that an aberrant hepatocyte UPR with potentially resultant unresolved ER stress can induce greater recruitment of immune cells to the liver at baseline, despite the lack of histologic evidence of hepatic inflammation [4]. Transcriptional profiling identified greater expression of immune genes in *Xbp1*^LKO^ mice fed HFS diet despite lower immune cell numbers, suggesting that changes in immune cell polarization may drive hepatic inflammation in these mice.

The gene expression of *Col1a1* and *Acta2* and protein expression of smooth muscle α actin were markedly increased in the hepatic stellate cells isolated from HFS diet fed *Xbp1*^LKO^ mice, compared to the other groups. This activation of hepatic stellate cells in HFS fed *Xbp1*^LKO^ mice is consistent with our previous report of enhanced liver fibrosis in *Xbp1*^LKO^ mice as early as 4 weeks after HFS feeding [4], as hepatic stellate cells are the major source of fibrogenesis. As expected, hepatic stellate cell *Xbp1* gene expression was not reduced by the hepatocyte-specific deletion of *Xbp1*. Therefore, the hepatic stellate cell activation is likely due to inflammatory signaling from hepatocytes, macrophages or other non-parenchymal cells. All the mice used in our study were males. It is unknown whether female liver specific XBP1 knockout mice will have similar findings.

In summary, this study analyzed the differential roles and signaling of different liver cell populations in the pathogenesis of dietary model of NASH. We consistently showed that loss of XBP1 in hepatocytes increased apoptotic pathway expression and inflammatory signaling in mice after HFS feeding. Hepatic stellate cells were activated in HFS fed *Xbp1*^LKO^ mice, but this appears to be predominantly secondary to signaling from hepatocytes, nonparenchymal cells or the increased baseline immune cell recruitment. We believe that a better understanding of the cell-specific UPR and inflammatory signaling in the liver in the pathogenesis of NASH may identify new targets for medical therapies.

## Supporting information

S1 Fig Gene set enrichment analysis of cell type signatures in isolated hepatocytes and whole liver from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed chow or HFS diet. Gene set enrichment analysis (GSEA) using C8 collection of gene sets was performed on RNA-Seq data of hepatocytes isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either chow or HFS diet. Same GSEA analysis was also performed with whole liver RNA-Seq data from similarly treated mice (GSE64824). The top 20 most enriched gene sets were shown comparing (A) chow-fed *Xbp1*^LKO^ whole liver to chow-fed *Xbp1*^fl/fl^ whole liver; (B) chow-fed *Xbp1*^LKO^ hepatocytes to chow-fed *Xbp1*^fl/fl^ hepatocytes; (C) HFS-fed *Xbp1*^LKO^ whole liver to HFS-fed *Xbp1*^fl/fl^ whole liver; and (D) HFS-fed *Xbp1*^LKO^ hepatocytes to HFS-fed *Xbp1*^fl/fl^ hepatocytes.
(TIF) Click here for additional data file.

S2 Fig Ductular reaction was increased in *Xbp1*^LKO^ mice compared to *Xbp1*^fl/fl^ mice after HFS diet feeding. *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice were fed chow or HFS diet for 4 weeks (n = 4 in each group). Representative CK19 staining images were shown.
(TIF) Click here for additional data file.

S3 Fig Flow cytometry gating strategy. Flow cytometry gating strategy identified eosinophils and neutrophils, B and T cells, dendritic cells, Ly6c+ and Ly6c- monocyte-derived macrophages (Mo-M), and CD64^high^ macrophages (M⏀).
(TIF) Click here for additional data file.

S4 Fig Immune genes that were differentially expressed in whole liver but not isolated hepatocytes in *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed chow or HFS diet. RNA-Seq was performed on hepatocytes isolated from *Xbp1*^LKO^ and *Xbp1*^fl/fl^ mice fed either chow or HFS diet and was compared to whole liver RNA-Seq data from similarly treated mice (GSE64824). Heatmaps demonstrated immune genes that were differentially expressed in whole liver, but not isolated hepatocytes of mice fed (A) chow but not HFS diet, (B) HFS diet, but not chow and (C) either diet.
(TIF) Click here for additional data file.

S1 Raw images Raw images of all the blots. (PDF) Click here for additional data file.

S1 File Antibodies used in western blotting. (DOCX) Click here for additional data file.

S2 File Antibodies used in flow cytometry. (DOCX) Click here for additional data file.

# Supplementary material for: Mechanisms of liver injury in high fat sugar diet fed mice that lack hepatocyte X-box binding protein 1
**Source:** PLoS One. 2022 Jan 14;17(1):e0261789. doi: 10.1371/journal.pone.0261789

Figure 1D  
ECL

10.4.24-17

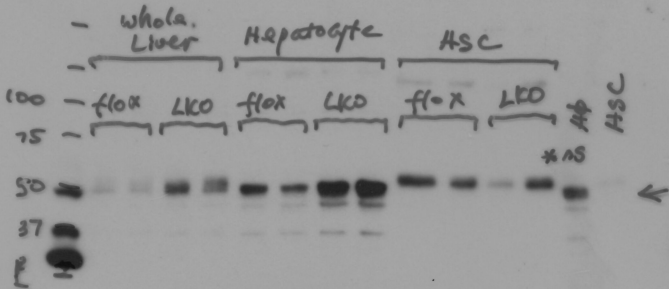

Figure 1D  
ECL

10.4.21-1

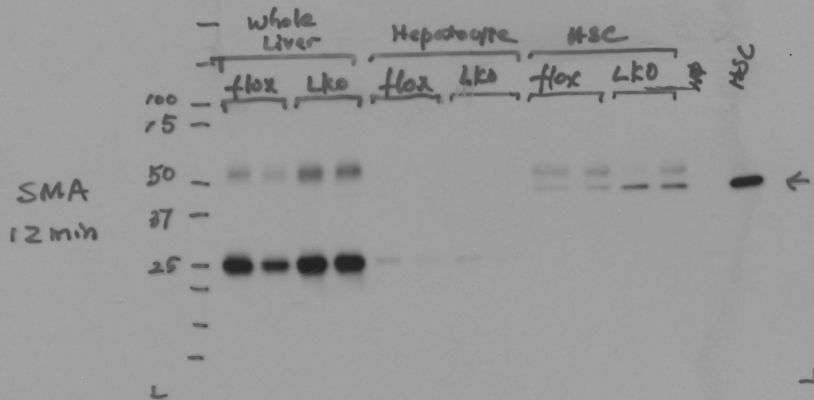

Figure 1D  
ECL

10-4.21-1 7

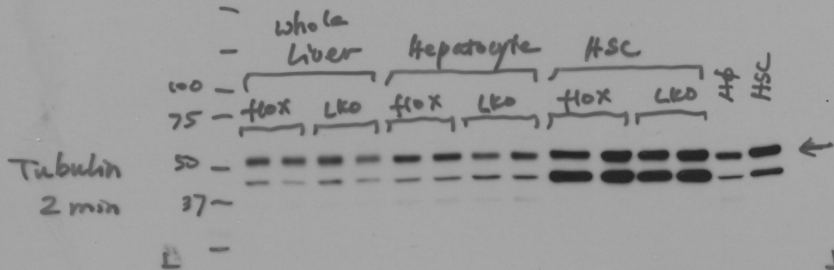

Fig 3C

ECL

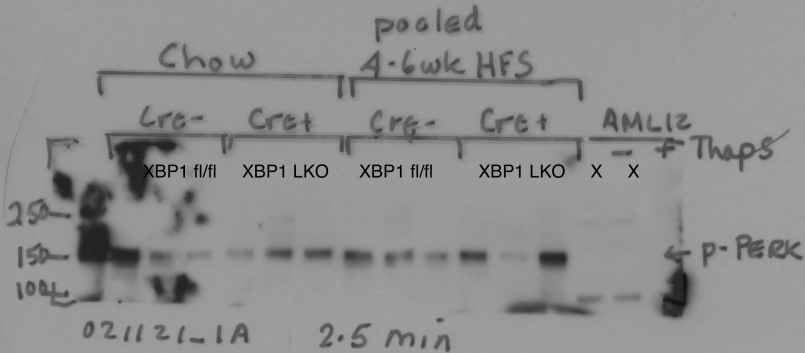

ECL

Fig 3C

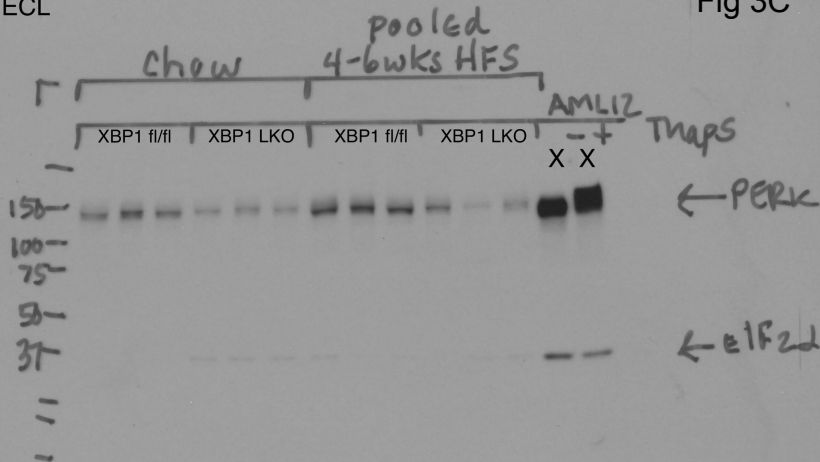

L021121-2

2/12/21

3min

Fig 3C

ECL

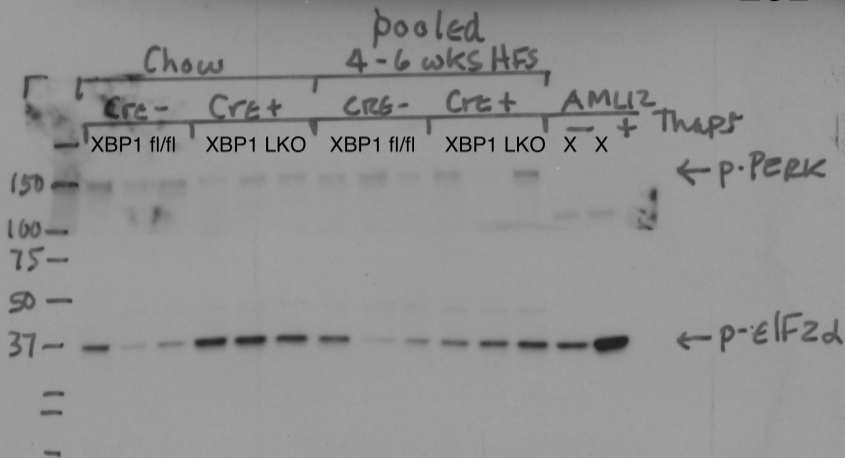

L 021021-1

J

Fig 3C

ECL

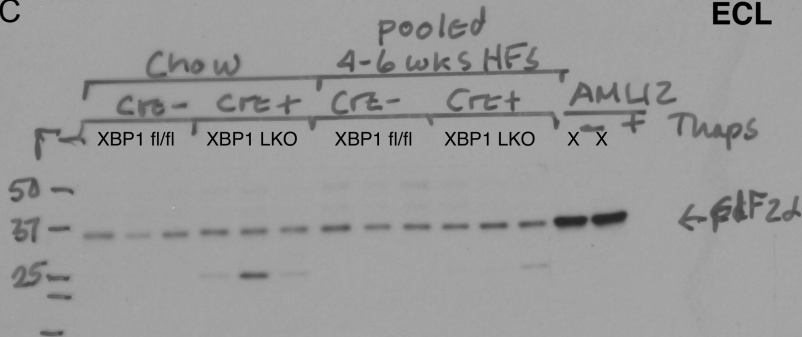

L021121-2B

J

2/24/21 - 1 min

Fig 3C

ECL

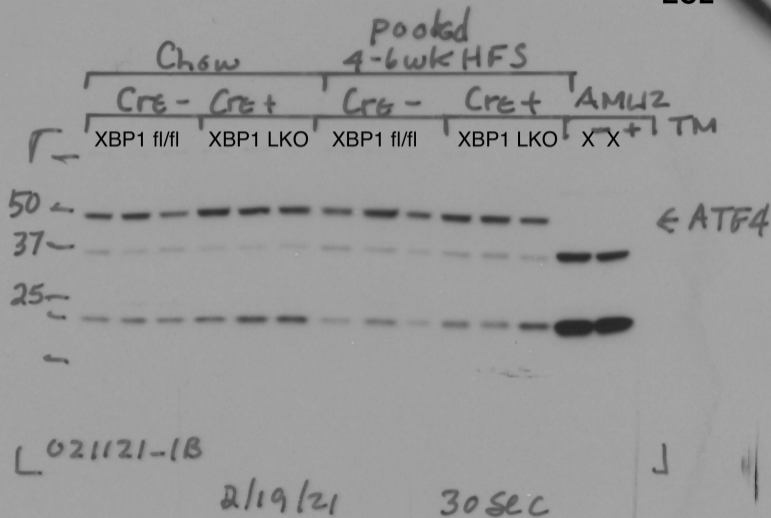

Fig 4

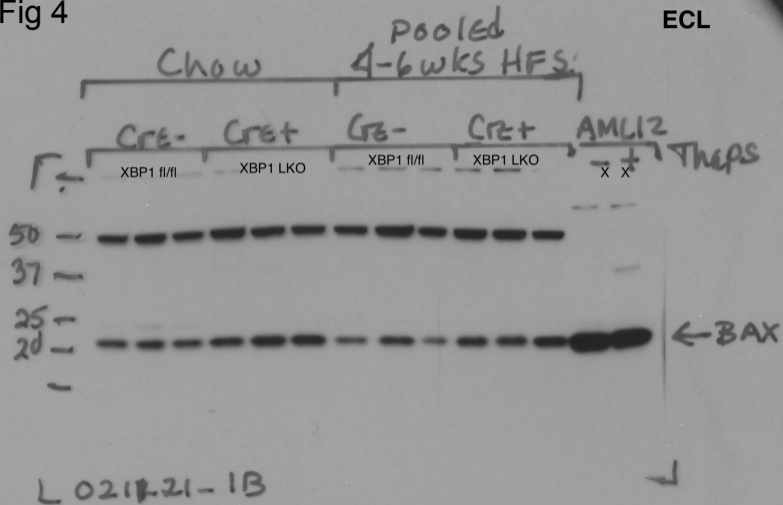

# ECL

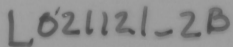

Fig 4

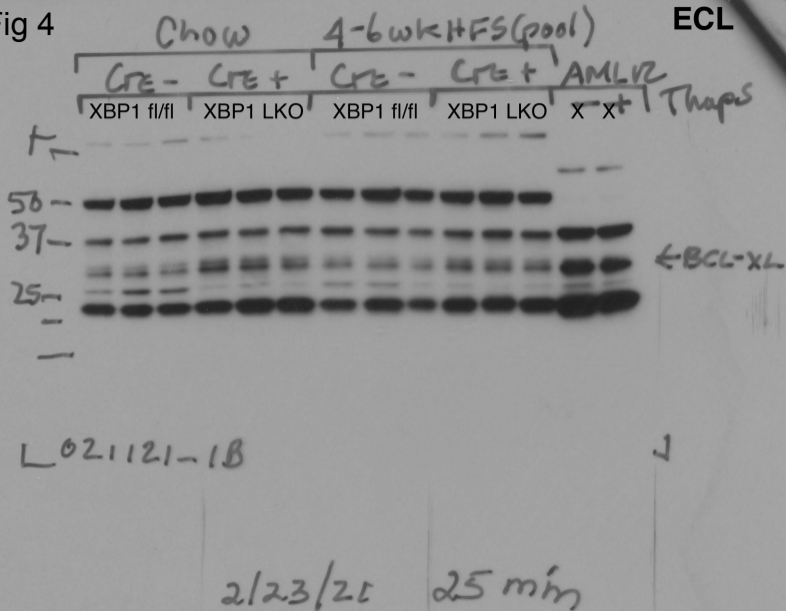

Fig 4

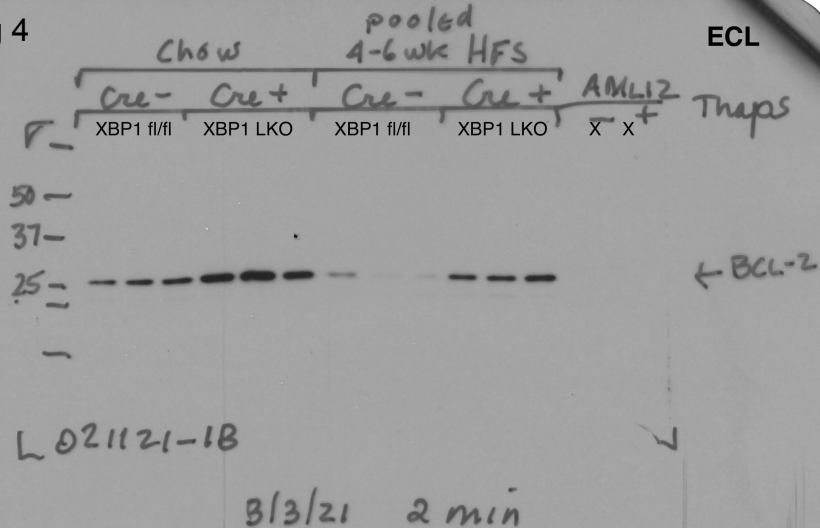

| chow       |          | HFS        |          | AML12 |   | Thaps | ECL |
|------------|----------|------------|----------|-------|---|-------|-----|
| Cre-       | Cre+     | Cre-       | Cre+     | -     | + |       |     |
| XBP1 fl/fl | XBP1 LKO | XBP1 fl/fl | XBP1 LKO | X     | X |       |     |

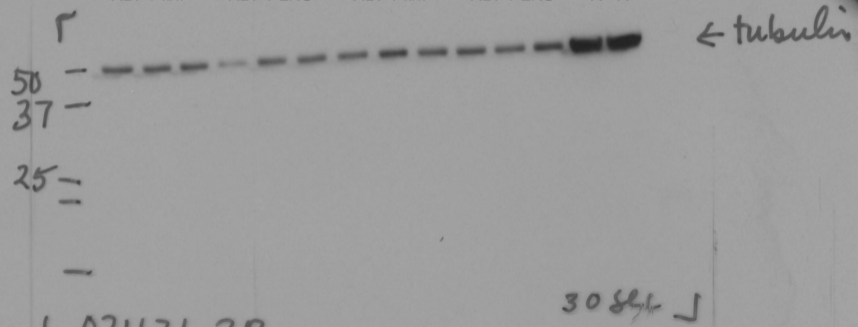

L021121-2B

3084 J

Fig 3C and Fig 4

Fig 5C  
ECL

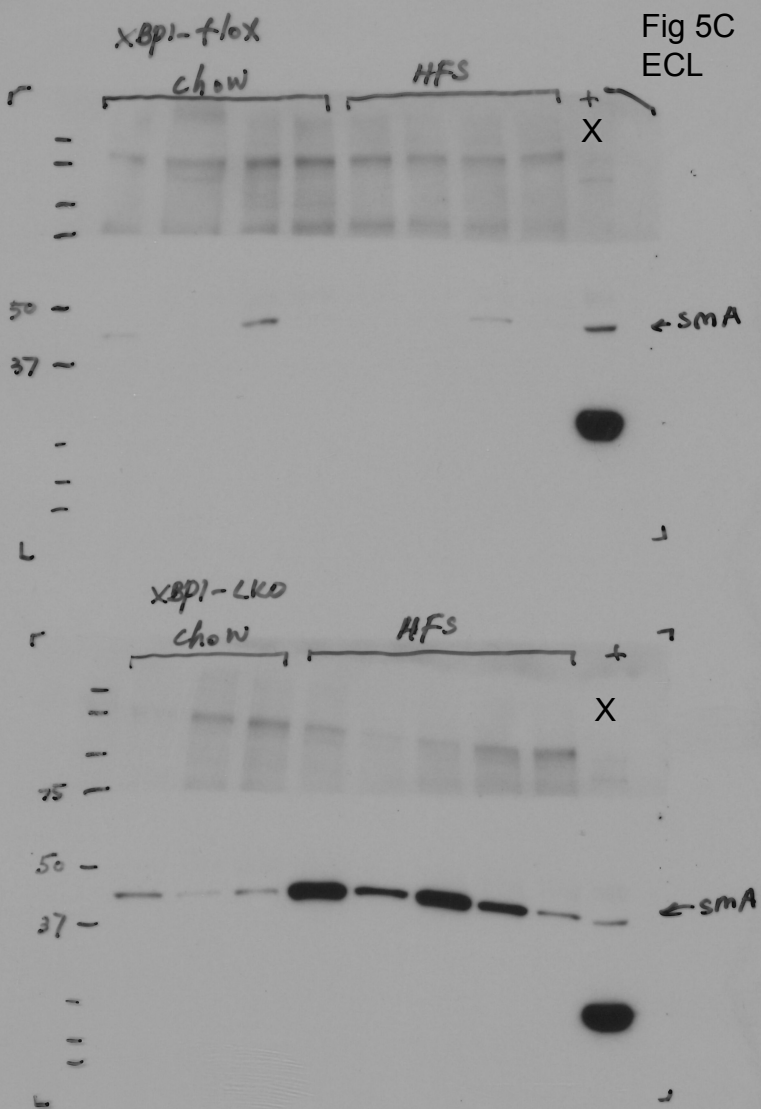

Figure 5C  
ECL

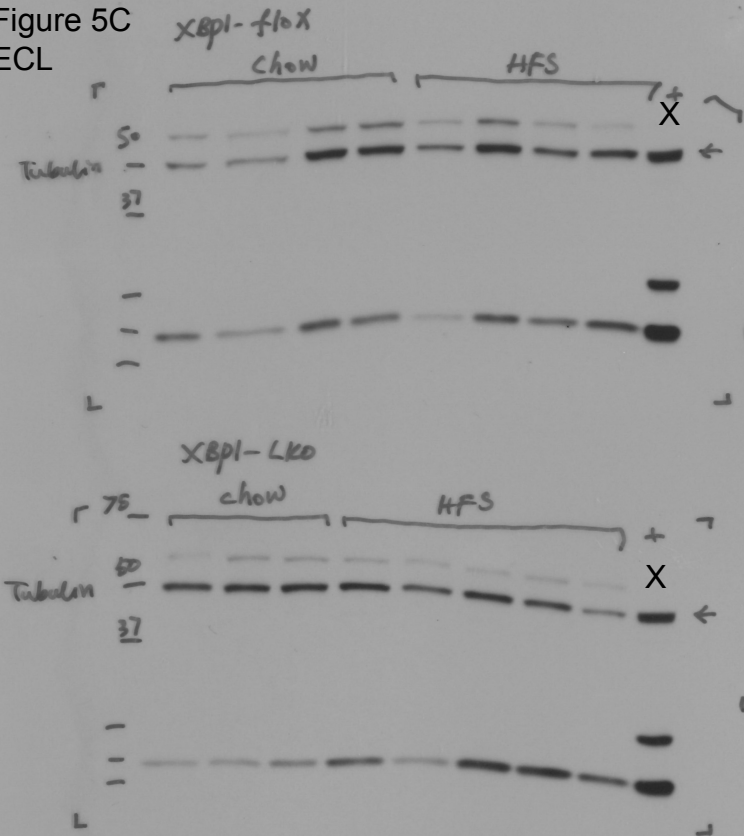

**Supplement:** S1 Raw images

# Supplementary material for: Mechanisms of liver injury in high fat sugar diet fed mice that lack hepatocyte X-box binding protein 1
**Source:** PLoS One. 2022 Jan 14;17(1):e0261789. doi: 10.1371/journal.pone.0261789
**Supplement:** S1 File

| **Antibody** | **Vendor** | **Catalog Number** | **Host species** | **Type** | **Antigen** | **Dilution** |
| --- | --- | --- | --- | --- | --- | --- |
| alpha-Tubulin | Proteintech | 11224-1-AP | Rabbit | polyclonal | Alpha Tubulin fusion protein | 1:5000 |
| Bax | Cell Signaling | 2772 | Rabbit | polyclonal | amino-terminal residues of human Bax | 1:1000 |
| Bak | Cell Signaling | 3814 | Rabbit | polyclonal | residues surrounding Gly82 of human Bak | 1:1000 |
| Bcl-2 | Cell Signaling | 2876 | Rabbit | polyclonal | a synthetic peptide corresponding to the carboxy-terminus of Bcl-2 alpha | 1:1000 |
| Bcl-XL | Cell Signaling | 2764 | Rabbit | monoclonal | residues surrounding Asp61 of human Bcl-xL | 1:1000 |
| ATF4 | Cell Signaling | 11815 | Rabbit | monoclonal | residues near the carboxy terminus of human ATF-4 | 1:1000 |
| eIF2α | Cell Signaling | 9722 | Rabbit | polyclonal | the carboxy-terminal sequence of eIF2α | 1:1000 |
| PERK | Cell Signaling | 3192 | Rabbit | monoclonal | a synthetic peptide corresponding to the sequence of human PERK | 1:1000 |
| phospho-eIF2alpha (ser51) | Cell Signaling | 9721 | Rabbit | polyclonal | detects endogenous eIF2alpha only when phosphorylated at Ser51 | 1:1000 |
| phospho-PERK (Thr980) | Thermo Fisher | MA5-15033 | Rabbit | monoclonal | Synthetic phosphopeptide corresponding to residues surrounding pThr980 of mouse PERK | 1:500 |
| Smooth muscle α actin | Sigma | A5228 | Mouse | monoclonal | N-terminal synthetic decapeptide of α-smooth muscle actin | 1:2000 |
| CYP7A1 | Proteintech | 18054-1-AP | Rabbit | polyclonal | CYP7A1 fusion protein | 1:1000 |

# Supplementary material for: Mechanisms of liver injury in high fat sugar diet fed mice that lack hepatocyte X-box binding protein 1
**Source:** PLoS One. 2022 Jan 14;17(1):e0261789. doi: 10.1371/journal.pone.0261789
**Supplement:** S2 File

| **Antibody** | **Manufacturer** | **Fluorochrome** | **Host** | **Clone** | **Concentration per 5 million cells** |
| --- | --- | --- | --- | --- | --- |
| Anti-Ly6c | BD Biosciences | BV421 | Rat monoclonal | AL-21 | 0.02 |
| Anti-CD45 | BD Biosciences | FITC | Rat monoclonal | 30-F11 | 0.005 |
| Anti-CD64 | BD Biosciences | PE | Mouse monoclonal | X54-5/7.1 | 0.5 |
| Anti-Siglec-F | BD Biosciences | PE-CF594 | Rat monoclonal | E50-2440 | 0.7 |
| Anti-Ly6g | BD Biosciences | PE-CF594 | Rat monoclonal | 1A8 | 0.03 |
| Anti-CD11c | BD Biosciences | APC | Armenian Hamster monoclonal | N418 | 0.06 |
| Anti-CD11b | BioLegend | APC-Cy7 | Rat monoclonal | M1/70 | 0.004 |
| Anti-CD3 | BD Biosciences | AF 700 | Hamster monoclonal | 500A2 | 0.7 |
| Anti-CD19 | BD Biosciences | AF 700 | Rat monoclonal | 1D3 | 1.0 |

How the deposited data were processed for this re-analysis (not part of the article)

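Hepatocyte RNA-seq of *Xbp1* LKO and *Xbp1* fl/fl mice fed chow or HFS diet was analysed in 11 libraries. The authors quantified single-end reads with kallisto, imported them with tximport and deposited whole-number counts per Ensembl gene, not normalized or filtered. The version of the transcript annotation is not named in the paper's text. Of 54232 gene identifiers, 54165 were found in GENCODE M21 on GRCm38, which gave symbols and positions. Total counts were 19191032 to 23888401 per library. Intervals of counting error are not given, since the spread between libraries is larger: pairs of replicates of a group differed by 25.4 to 91.5 times the counting error (chi-square per degree of freedom). Groups were taken from the sample labels.

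From these counts, edgeR 4.0.16 in R 4.3.3 computed TMM factors and CPM, removed genes with low counts (filterByExpr, minimum count 10), and fitted a quasi-likelihood model of the 4 groups to all 11 libraries. Contrasts gave the genotype effect on each diet, the diet effect in each genotype and their interaction, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0, the paper's tool, was run as an alternative. Gene lists were tested with fgsea 1.28.0 (minimum 8 genes) on the signed square root of the edgeR F statistic, over 23 lists written before the data were examined, because the MSigDB sets of the paper were not available; camera of limma 3.58.1 was an alternative. List scores per library used log2 CPM with a prior count of 2 and were compared by two-sided exact permutation tests. Genes named are those the paper names, the 3 largest rises and falls per comparison among genes past the threshold with a mean of at least 1 CPM and no overlap between groups, and the 3 with the smallest unadjusted p in each list reported, apart from some genes that are not reported here; *Rdh5* was named after its values were seen, as the neighbour of *Bloc1s1*. Pairs come from the replicate numbers of the sample titles; same-numbered libraries are different animals, and 1 chow-fed *Xbp1* LKO library carries another number elsewhere, which was run too.

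Alternatives were DESeq2, RLE size factors, library totals, other filters, only the groups compared, replicate blocks, a 2-fold minimum, other list tests and rankings, Reactome sets, and each replicate left out in turn, apart from the chow-fed *Xbp1* LKO libraries. The code was tested on simulated counts with 200 changed genes: edgeR recovered 138 (69%) with 5 false calls among 12922 genes, and DESeq2 159 (79.5%) with 32 false calls among 13303. Quantitative PCR, protein, stellate cell and whole liver data were not analysed here.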

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

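Whether the genotype difference depended on diet was tested by the interaction of genotype and diet, and 10 of 22 gene lists passed an adjusted p of 0.05 in fgsea. All of the tests of explanations given here were chosen after these results had been seen. Positive scores mean that the list was higher in *Xbp1* LKO relative to *Xbp1* fl/fl hepatocytes on the HFS diet than on chow. Among pathways, the normalized enrichment scores were 2.28 for interferon alpha (adjusted p = 2.8e-06, permutation p = 0.192), 1.66 for interferon gamma (adjusted p = 0.011, permutation p = 0.199), 1.59 for complement (adjusted p = 0.043, permutation p = 0.324), 2.45 for cholesterol (adjusted p = 4.7e-07, permutation p = 0.156), 1.57 for fatty acid oxidation (adjusted p = 0.026, permutation p = 0.430) and 3.04 for cell cycle (adjusted p = 1.2e-18, permutation p = 0.060). Among cell type markers, they were 2.31 for stellate markers (adjusted p = 7.2e-06, permutation p = 0.223), 1.63 for cholangiocyte markers (adjusted p = 0.040, permutation p = 0.023), 2.31 for macrophage markers (adjusted p = 7.2e-06, permutation p = 0.432) and 2.29 for endothelial markers (adjusted p = 9.3e-06, permutation p = 0.286). The permutation p is two-sided, for the interaction in the list scores of the 11 libraries, from 100000 permutations of the residuals left by the effects of genotype and diet, and is not adjusted for the number of lists. No single gene passed in edgeR (0 genes, 816 at an unadjusted p under 0.05), while DESeq2 called 31.

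Bias from GC content and transcript length was tested by removing both from the statistic, which correlated with GC content across genes at -0.24; 10 of the lists still passed. RNA from non-parenchymal cells was tested by adding the mean marker score of these cells as a covariate, and 4 of the 6 lists that are not cell type markers still passed, so this RNA does not account for all of them. Variation between libraries within groups was tested by this permutation, in which 1 list, cholangiocyte markers, had p under 0.05. The other 9 cannot be told apart from variation between libraries, and fgsea treats genes, not libraries, as the units. Another permutation, of the diet labels within each genotype, gave 1 list, cell cycle, with p under 0.05 (permutation p = 0.04), but it also shuffles the effect of diet common to both genotypes and so does not isolate the interaction. Cell cycle scores of the chow-fed *Xbp1* fl/fl libraries differed, at -0.32, 0.89 and -0.53, while the list passed in each of the 9 fits that left out 1 library, with normalized enrichment scores from 2.6 to 3.19. Interferon alpha, cholesterol and endothelial markers also passed in each. Cholangiocyte markers fell short in 2 fits (adjusted p up to 0.091), complement in 3, and interferon gamma and fatty acid oxidation in 2 each. Macrophage markers (down to 0.54) and stellate markers (down to 1.41) fell short in 1 each. An effect of diet that depends on XBP1 remains a hypothesis for these lists.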

How the results depend on the processing

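Counts of differentially expressed genes depended on the processing. Against 632, 57, 8 and 543 genes for the comparisons between genotypes on chow, with HFS feeding in *Xbp1* fl/fl hepatocytes, with HFS feeding in *Xbp1* LKO hepatocytes and between genotypes on the HFS diet, and 0 for the interaction of genotype and diet (816 at an unadjusted p under 0.05), 43 of 76 alternative counts stayed within 1.5 times. The other 33 moved. DESeq2 gave 1115 between genotypes on chow, 175 with HFS feeding in *Xbp1* fl/fl hepatocytes, 208 with HFS feeding in *Xbp1* LKO hepatocytes, 981 between genotypes on the HFS diet and 31 for the interaction of genotype and diet. Without a filter on low counts the numbers were 1507 between genotypes on chow, 499 with HFS feeding in *Xbp1* fl/fl hepatocytes, 722 with HFS feeding in *Xbp1* LKO hepatocytes, 1438 between genotypes on the HFS diet and 269 for the interaction of genotype and diet; the prior degrees of freedom of the variance rose from 4.39 over 13303 genes to 311 over 26016 genes. Under library totals the numbers were 3000 between genotypes on chow and 1483 between genotypes on the HFS diet, with 89.5% of the genes higher on chow (from 36.4%) and 86.9% on the HFS diet (from 47.1%), while the median log2 fold change of the tested genes moved from 0.0024 and 0.01 to 0.33 and 0.27.

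A fit of only the groups compared gave the following numbers of differentially expressed genes: 233 between genotypes on chow and 0 with HFS feeding in *Xbp1* LKO hepatocytes (1745 at an unadjusted p under 0.05). The replicate block gave 19 with HFS feeding in *Xbp1* LKO hepatocytes. The replicate block with the other numbering gave 53 with HFS feeding in *Xbp1* LKO hepatocytes. A minimum change of 2-fold gave 377 between genotypes on chow, 35 with HFS feeding in *Xbp1* fl/fl hepatocytes and 317 between genotypes on the HFS diet. Across the fits that each left out 1 replicate, differentially expressed genes numbered from 326 to 600 between genotypes on chow, 6 to 43 with HFS feeding in *Xbp1* fl/fl hepatocytes, 0 to 2 with HFS feeding in *Xbp1* LKO hepatocytes and 184 to 532 between genotypes on the HFS diet; the 9 fits for the interaction gave 0 each (668 to 950 at an unadjusted p under 0.05), and the lowest count with HFS feeding in *Xbp1* LKO hepatocytes came with 1171 or more at an unadjusted p under 0.05. Nothing was run without either chow-fed *Xbp1* LKO library, since 1 would be left, and the interaction was not run on only the groups compared, since it needs all 4. The cause was not tested for these changes or for those of gene lists and genes given below.

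The pathway and cell type lists on which the paper's text makes a statement were recomputed under 661 alternatives in all, of which 537 kept direction and side of the threshold, 68 no longer passed it, 17 newly passed it and 39 reversed. This set of lists, and the matching of lists to Reactome sets, were fixed after the results had been seen; the other settings were chosen before the data were examined, apart from library totals, the 50 most abundant genes left out, and the correction for GC content and length, which for lists were chosen after seeing the data, and the replicate block of the other numbering, which for lists and genes was chosen after seeing the data. Of the other lists' 725 alternatives, 98 were weaker, 6 stronger and 19 reversed. Of the 1743 alternatives for single genes, 1436 kept direction and call, 217 were weaker, 70 stronger and 20 reversed.

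With fgsea on DESeq2's Wald statistic, those newly past the threshold were, between genotypes on the HFS diet, 1.51 for cholangiocyte markers. Those that reversed direction were, with HFS feeding in *Xbp1* fl/fl hepatocytes, 1.12 for TNFA/NF-κB and 0.86 for macrophage markers.

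With fgsea on the log2 fold change, those short of the threshold were, between genotypes on chow, -1.07 for interferon gamma; with HFS feeding in *Xbp1* fl/fl hepatocytes, 1.21 for IL2/STAT5; with HFS feeding in *Xbp1* LKO hepatocytes, 1.3 for fatty acid oxidation; between genotypes on the HFS diet, 1.42 for fatty acid oxidation. Results that gained the threshold were, between genotypes on chow, -1.66 for macrophage markers. Results in the opposite direction were, between genotypes on chow, 1.17 for cholangiocyte markers; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.78 for cholangiocyte markers; between genotypes on the HFS diet, 0.98 for interferon gamma.

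With library totals (normalized enrichment scores, or log2 fold changes for genes), results no longer past the threshold were, between genotypes on chow, -1.03 for interferon gamma; with HFS feeding in *Xbp1* fl/fl hepatocytes, 1.6 for IL2/STAT5; between genotypes on the HFS diet, 0.76 for stellate markers and 1.24 for macrophage markers. Results that newly passed the threshold were, between genotypes on chow, -2.12 for macrophage markers. The reversed results were, between genotypes on chow, 0.069 for *Eif2ak1*, 0.34 for *Eif2ak3*, 0.17 for *Eif2ak4*, 0.093 for *Col1a1*, 0.68 for inflammatory response and 1.18 for bile acid; between genotypes on the HFS diet, 0.17 for *Eif2ak2*, 0.054 for *Eif2ak3*, 0.24 for *Eif2ak4*, 0.83 for interferon gamma and 0.96 for bile acid. The scaling raised the median of all tested genes as well, as given above, so the reversals of the kinase genes are not particular to them.

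With at least 10 counts in every library, results that fell short of the threshold were, between genotypes on chow, -1.42 for stellate markers; between genotypes on the HFS diet, 1.28 for stellate markers. Results that reversed direction were, between genotypes on the HFS diet, -0.87 for inflammatory response.

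With only the groups compared, those short of the threshold were, between genotypes on chow, -1.36 for interferon gamma. Those that reversed direction were, with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.50 for macrophage markers.

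With the replicate block, results no longer past the threshold were, between genotypes on chow, 1.33 for TNFA/NF-κB; with HFS feeding in *Xbp1* fl/fl hepatocytes, 1.57 for IL2/STAT5. Those newly past the threshold were, between genotypes on chow, -1.5 for inflammatory response; with HFS feeding in *Xbp1* LKO hepatocytes, 1.41 for apoptosis. Results in the opposite direction were, between genotypes on chow, -0.86 for IL2/STAT5; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.59 for macrophage markers; between genotypes on the HFS diet, 0.88 for interferon gamma. Same-numbered libraries are different animals, and their deviations from the group means correlated at -0.06 in the diet comparison of *Xbp1* fl/fl hepatocytes and 0.0056 in the genotype comparison on the HFS diet, where the block left 38 and 412 differentially expressed genes.

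With the replicate block of the other numbering, results that fell short of the threshold were, between genotypes on chow, -1.32 for interferon gamma. Results that gained the threshold were, with HFS feeding in *Xbp1* LKO hepatocytes, 1.44 for TNFA/NF-κB and 1.41 for apoptosis. The reversed results were, between genotypes on chow, 0.021 for *Col1a1* and -0.84 for IL2/STAT5; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.64 for macrophage markers; between genotypes on the HFS diet, 0.86 for interferon gamma.

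Without the 50 most abundant genes, those short of the threshold were, between genotypes on the HFS diet, 1.47 for stellate markers.

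With the statistic corrected for GC content and length, results no longer past the threshold were, with HFS feeding in *Xbp1* fl/fl hepatocytes, 1.41 for IL2/STAT5. Results that newly passed the threshold were, with HFS feeding in *Xbp1* LKO hepatocytes, 1.51 for TNFA/NF-κB and 1.49 for apoptosis. Results that reversed direction were, with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.64 for macrophage markers; between genotypes on the HFS diet, 0.84 for interferon gamma.

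With camera and a set correlation of 0.01 (adjusted p values), results that fell short of the threshold were, between genotypes on chow, 0.069 for interferon gamma and 0.096 for TNFA/NF-κB; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.101 for IL2/STAT5; between genotypes on the HFS diet, 0.098 for stellate markers. Those that reversed direction were, between genotypes on chow, 0.949 for IL2/STAT5; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.974 for TNFA/NF-κB and 0.210 for macrophage markers; between genotypes on the HFS diet, 0.952 for interferon gamma.

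With camera and an estimated correlation (adjusted p values), those short of the threshold were, between genotypes on chow, 0.613 for interferon alpha, 0.613 for interferon gamma, 0.613 for TNFA/NF-κB, 0.251 for complement, 0.251 for cholesterol, 0.251 for hepatocyte markers, 0.613 for stellate markers and 0.458 for endothelial markers; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.906 for interferon alpha, 0.411 for IL2/STAT5 and 0.095 for cholesterol; with HFS feeding in *Xbp1* LKO hepatocytes, 0.351 for inflammatory response, 0.358 for complement, 0.329 for cholesterol and 0.391 for fatty acid oxidation; between genotypes on the HFS diet, 0.313 for TNFA/NF-κB, 0.224 for apoptosis, 0.265 for complement, 0.609 for cholesterol, 0.609 for fatty acid oxidation, 0.793 for stellate markers, 0.680 for macrophage markers and 0.726 for endothelial markers. Results in the opposite direction were, between genotypes on chow, 0.941 for IL2/STAT5; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.984 for TNFA/NF-κB and 0.967 for macrophage markers; between genotypes on the HFS diet, 0.979 for interferon gamma.

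With the corresponding Reactome set, results no longer past the threshold were, between genotypes on chow, -0.82 for interferon alpha; with HFS feeding in *Xbp1* fl/fl hepatocytes, 0.79 for interferon alpha and 0.93 for IL2/STAT5; with HFS feeding in *Xbp1* LKO hepatocytes, 1.58 for complement; between genotypes on the HFS diet, 1.3 for TNFA/NF-κB, 1.01 for apoptosis, -1.33 for cholesterol and 1.62 for fatty acid oxidation. The reversed results were, between genotypes on chow, -0.71 for TNFA/NF-κB, -0.67 for fatty acid oxidation, -0.86 for apoptosis and 0.67 for cell cycle; between genotypes on the HFS diet, -0.94 for interferon alpha and 1.16 for bile acid. Few genes are shared with the lists for TNFA/NF-κB (8 tested, 1 shared), interferon alpha (11 tested, 4 shared) and IL2/STAT5 (32 tested, 2 shared). For complement (24 tested, 23 shared) and cholesterol (22 tested, 20 shared) most are shared.

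Leaving out each replicate in turn changed the direction or call of the following lists on which the paper makes a statement, and reversed the direction of the following genes and other lists, given as the lowest and highest normalized enrichment scores, or log2 fold changes for genes: between genotypes on chow, -1.14 to 0.32 for *Cd5l*, -1.02 to 0.27 for *Clec4f*, -0.83 to 4.34 for *Col1a1*, -0.093 to 0.058 for *Eif2ak3*, -1.99 to 1.18 for cell cycle, -0.81 to 1.52 for fatty acid oxidation, -0.90 to 1.03 for IL2/STAT5, -1.43 to 0.93 for inflammatory response, -1.85 to -1.29 for interferon gamma, -2.02 to 1.89 for macrophage markers, -2.07 to 0.76 for stellate markers and 1.3 to 1.63 for TNFA/NF-κB; with HFS feeding in *Xbp1* fl/fl hepatocytes, -0.87 to 1.74 for complement, -0.92 to 1.97 for fatty acid oxidation, 1.31 to 1.58 for IL2/STAT5, 0.97 to 1.93 for inflammatory response, 1.53 to 2.7 for interferon alpha, -0.90 to 1.66 for interferon gamma, -1.57 to 2.51 for macrophage markers, -0.81 to 2.39 for stellate markers and -1.12 to 1.34 for TNFA/NF-κB; with HFS feeding in *Xbp1* LKO hepatocytes, -0.20 to 0.018 for *Eif2ak3*; between genotypes on the HFS diet, -0.014 to 0.25 for *Bcl2l1*, -0.53 to 0.66 for *Cyp7a1*, -0.039 to 0.016 for *Eif2ak4*, -2.2 to -1.42 for cholesterol, 1.23 to 2.21 for fatty acid oxidation, -1.19 to 1.53 for immediate early, -1.07 to 1.14 for interferon alpha, -1.04 to 0.98 for interferon gamma, -2.33 to -1.16 for endothelial markers and -0.46 to 1.92 for stellate markers. Without the first chow-fed *Xbp1* fl/fl library the macrophage list reversed between genotypes on chow, to 1.89, and passed the threshold in that direction.

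Of 85 results of single genes past the threshold, 44 fell short of it in at least 1 of the fits that left out a replicate, and 11 in every such fit: between genotypes on chow, *Baat*, *Rnase2a*, *Selenos* and *Tnfrsf10b*; with HFS feeding in *Xbp1* fl/fl hepatocytes, *Lpl*; with HFS feeding in *Xbp1* LKO hepatocytes, *Frmd4a*, *Pmvk* and *Trim30a*; between genotypes on the HFS diet, *Acot2*, *Bax* and *Pmvk*. *Ddit3* between genotypes on the HFS diet fell short in 5 of 6 fits, with adjusted p from 0.047 to 0.168.

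Depth limits the genes at few counts: 3 counts, taken as the floor, are 0.126 to 0.156 CPM by library totals. The lower bounds of fold changes use TMM-normalized floors of 0.131 to 0.173 CPM. In simulated counts at these depths, edgeR recovered 80 of 100 genes changed 4-fold and 58 of 100 changed 2-fold, so a gene changed 2-fold can be missed. The changed genes had a mean of at least 10 counts and were changed only in the HFS-fed *Xbp1* LKO group, which was compared with HFS-fed *Xbp1* fl/fl. Recovery at fewer counts, or in comparisons with the 2 chow-fed *Xbp1* LKO libraries, was not simulated. Reactome had no set matched to the inflammatory response, immediate early, lipogenesis, RIDD and cell type lists, and the set matching the PERK/ATF4 list had 2 tested genes, under the minimum of 8, and was not run.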

Differences from the paper's values

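Fold changes of the Table 1 genes compared here and the reduction of *Ppp1r15b* were within the margin set for them. Adjusted p values, here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, differed. For *Eif2ak1* the adjusted p was 0.064 against the paper's 0.028 between genotypes on the HFS diet, and with DESeq2, the paper's tool, 0.015; over its alternatives it ran from 0.015 to 0.462. For *Bloc1s1* the adjusted p was 0.157 against the paper's 1.78E-10 between genotypes on chow and 0.132 against the paper's 1.61E-11 between genotypes on the HFS diet, and with DESeq2, the paper's tool, 0.066 and 0.043; over its alternatives it ran from 0.066 to 0.276 and 0.043 to 0.307. For *Ppp1r15b* the adjusted p was 0.0074 against the paper's 2.42E-05 between genotypes on chow and 0.0054 against the paper's 3.72E-05 between genotypes on the HFS diet, and with DESeq2, the paper's tool, 1.3e-06 and 2.6e-07; over its alternatives it ran from 1.3e-06 to 0.059 and 2.6e-07 to 0.035. For *Dgat2* the adjusted p was 0.0073 against the paper's 3.08E-08 between genotypes on chow and 0.0025 against the paper's 2.81E-13 between genotypes on the HFS diet, and with DESeq2, the paper's tool, 1.6e-08 and 6.2e-14; over its alternatives it ran from 1.6e-08 to 0.042 and 6.2e-14 to 0.012. None of the alternatives set before the data were examined brought any of these values within 1.5 times the paper's. DESeq2 took *Eif2ak1* and *Bloc1s1* on the HFS diet past the threshold, which edgeR did not. For *Eif2ak2* on the HFS diet the paper's fold change is 1.031, a rise, while here it was 0.939, a fall; of the alternatives, library totals gave a rise, with a log2 fold change of 0.17. Neither passed the threshold. Library totals also raised the median log2 fold change of all tested genes on this diet, to 0.27, so that rise is not particular to *Eif2ak2*.

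The gene lists used here are not the paper's sets, so the calls compared next are of different measures. The Reactome set matched to TNFA/NF-κB, with 8 tested genes and 1 shared with the list, is a different measure again. Besides the interferon pathways the paper reports no difference between genotypes on chow in TNFA/NF-κB or any other inflammatory pathway, while here the list had a normalized enrichment score of 1.64 (fgsea, adjusted p = 0.0070, and 0.0020 to 0.927 over its alternatives); the paper's call was reached with the replicate block (adjusted p = 0.068), with camera and a set correlation of 0.01 (adjusted p = 0.096), with camera and an estimated correlation (adjusted p = 0.613), with the corresponding Reactome set (adjusted p = 0.927) and without replicate 3 of chow-fed *Xbp1* fl/fl (adjusted p = 0.105). Complement, which the paper counts among pathways of inflammation or injury, is likewise not reported as different on chow, while here the list had a normalized enrichment score of -2.2 (fgsea, adjusted p = 3.7e-05, and 7.5e-08 to 0.251 over its alternatives); the paper's call was reached with camera and an estimated correlation (adjusted p = 0.251). The paper reports lower bile acid metabolism in chow-fed *Xbp1* LKO hepatocytes, while here the list had a normalized enrichment score of -1.02 (fgsea, adjusted p = 0.458, and 0.070 to 0.907 over its alternatives); no alternative gave the paper's call. It reports the same in HFS-fed mice, while here the list had a normalized enrichment score of -1.32 (fgsea, adjusted p = 0.115, and 0.074 to 0.793 over its alternatives); no alternative gave the paper's call. The paper reports higher interferon gamma expression with HFS feeding in *Xbp1* fl/fl hepatocytes, while here the list had a normalized enrichment score of 1.04 (fgsea, adjusted p = 0.496, and 0.0056 to 0.962 over its alternatives); the paper's call was reached without replicate 1 of chow-fed *Xbp1* fl/fl (adjusted p = 0.0056). It reports lower fatty acid metabolism in that comparison, while here the list had a normalized enrichment score of 1.11 (fgsea, adjusted p = 0.410, and 1.9e-04 to 0.994 over its alternatives); no alternative gave the paper's call. The paper reports higher TNFA/NF-κB expression in HFS-fed *Xbp1* LKO mice in Fig 2C, while here the list had a normalized enrichment score of 1.29 (fgsea, adjusted p = 0.113, and 0.024 to 0.738 over its alternatives); the paper's call was reached with the replicate block of the other numbering (chosen after seeing the data, adjusted p = 0.038) and with the statistic corrected for GC content and length (chosen after seeing the data, adjusted p = 0.024). Without its immediate early genes this list also passed, with 1.65 (fgsea, adjusted p = 0.011). The paper reports a higher inflammatory response in HFS-fed *Xbp1* LKO than *Xbp1* fl/fl hepatocytes, while here the list had a normalized enrichment score of 1.08 (fgsea, adjusted p = 0.345, and 0.074 to 0.867 over its alternatives); no alternative gave the paper's call. The text gives higher complement expression in that comparison but cites Fig 2C, whose legend compares HFS-fed with chow-fed *Xbp1* LKO mice. Between genotypes on the HFS diet the list had a normalized enrichment score of -2.21 here (fgsea, adjusted p = 2.4e-05, and 4.6e-06 to 0.265 over its alternatives). No alternative gave a higher list past the threshold there. In the comparison of the legend the list was higher, as in the paper, with 1.82 (fgsea, adjusted p = 0.0027). The paper reports no difference in cholesterol homeostasis between genotypes on the HFS diet, while here the list had a normalized enrichment score of -1.81 (fgsea, adjusted p = 0.0061, and 2.6e-05 to 0.609 over its alternatives); the paper's call was reached with camera and an estimated correlation (adjusted p = 0.609), with the corresponding Reactome set (adjusted p = 0.171) and without replicate 2 of HFS-fed *Xbp1* LKO (adjusted p = 0.084). It reports no increase of non-parenchymal signatures in HFS-fed *Xbp1* LKO hepatocytes, which was tested here on macrophage markers, while here the list had a normalized enrichment score of 2.06 (fgsea, adjusted p = 3.9e-04, and 1.2e-05 to 0.680 over its alternatives); the paper's call was reached with library totals (chosen after seeing the data, adjusted p = 0.254) and with camera and an estimated correlation (adjusted p = 0.680). The statement was also tested on stellate cell markers, while here the list had a normalized enrichment score of 1.58 (fgsea, adjusted p = 0.039, and 0.0013 to 1 over its alternatives); the paper's call was reached with library totals (chosen after seeing the data, adjusted p = 0.840), with at least 10 counts in every library (adjusted p = 0.245), without the 50 most abundant genes (chosen after seeing the data, adjusted p = 0.092), with camera and a set correlation of 0.01 (adjusted p = 0.098), with camera and an estimated correlation (adjusted p = 0.793), without replicate 2 of HFS-fed *Xbp1* fl/fl (adjusted p = 0.143), without replicate 3 of HFS-fed *Xbp1* fl/fl (adjusted p = 0.395), without replicate 1 of HFS-fed *Xbp1* LKO (adjusted p = 1) and without replicate 2 of HFS-fed *Xbp1* LKO (adjusted p = 0.079).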

Other observations

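The tests of macrophage RNA and of endothelial RNA as covariates, and that of overlapped genes at the mean count of *Bloc1s1*, were chosen after the results had been seen. Genes that the paper measured by other assays were read from the RNA-seq counts, with log2 fold changes from edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. *Ddit3*, which encodes CHOP, had a log2 fold change of 3.77 (standard error 0.66, adjusted p = 0.0098) between genotypes on chow and 2.5 (standard error 0.62, adjusted p = 0.048) between genotypes on the HFS diet. *Tnfrsf10b*, which encodes DR5, had 2.17 (standard error 0.55, adjusted p = 0.045) and 1.92 (standard error 0.49, adjusted p = 0.051), and *Bax* 0.63 (standard error 0.18, adjusted p = 0.071) and 0.71 (standard error 0.16, adjusted p = 0.037), in the same order. By qPCR the paper found *Chop* and *Dr5* not significantly different between genotypes on chow and higher in HFS-fed *Xbp1* LKO hepatocytes. Here both passed on chow, and *Tnfrsf10b* fell short on the HFS diet. The 2 chow-fed *Xbp1* LKO libraries were unlike, with 23.6 and 132 CPM of *Ddit3*, against 4.52 to 6.67 CPM in chow-fed *Xbp1* fl/fl libraries. *Cyp7a1*, *Bak1*, *Bcl2l1*, *Ern1*, *Dnajb9*, *Col1a1*, *Eif2s1* and *Atf4* passed the threshold in neither comparison, with log2 fold changes from -0.80 to 1.32. *Acta2* had 0 to 3 counts per library, *Krt19* 0 to 4 and *Bcl2* 1 to 12, and none of these was tested.

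Further gene lists passed between genotypes or diets. XBP1 targets of the endoplasmic reticulum scored -2.93 on chow and -2.97 on the HFS diet (fgsea, adjusted p = 7.4e-17 and 1.9e-17), with 43 and 47 of 50 genes lower, and PERK/ATF4 targets 2.47 and 2.35 (fgsea, adjusted p = 1.5e-07 and 1.3e-06), with 30 and 28 of 35 genes higher. Lipogenesis genes scored -2.18 and -2.14 (fgsea, adjusted p = 3.7e-05 and 1.3e-04), and cell cycle genes -1.5 and 2.85 (fgsea, adjusted p = 0.037 and 8.4e-15), with 6 genes higher past the threshold on the HFS diet; without 1 chow-fed *Xbp1* fl/fl library the cell cycle list reversed on chow, to 1.18. Immediate early genes scored 1.7 on chow (fgsea, adjusted p = 0.017), but fell short in each of the 3 fits that left out 1 library (adjusted p from 0.070 to 0.098). With HFS feeding, XBP1 targets scored -1.72 in *Xbp1* fl/fl hepatocytes (fgsea, adjusted p = 0.025) and PERK/ATF4 targets -2.31 in *Xbp1* LKO hepatocytes (fgsea, adjusted p = 1.2e-05), and cell cycle genes -2.58 and 2.63 in the 2 (fgsea, adjusted p = 1.5e-09 and 9.8e-11). In *Xbp1* LKO hepatocytes HFS feeding also moved the interferon alpha (2.88, adjusted p = 1.5e-15), interferon gamma (1.98, adjusted p = 1.2e-04), IL2/STAT5 (1.57, adjusted p = 0.014) and immediate early lists (-1.64, adjusted p = 0.020) and the endothelial (2.92, adjusted p = 8.1e-17), stellate (2.39, adjusted p = 1.3e-06), macrophage (2.38, adjusted p = 1.2e-06) and cholangiocyte markers (1.63, adjusted p = 0.027) past the threshold of fgsea, and in *Xbp1* fl/fl hepatocytes the endothelial markers (2.61, adjusted p = 9.8e-09). With camera and an estimated correlation, none of these lists passed. Fits that left out 1 library took some of the HFS feeding results short of the threshold. In *Xbp1* fl/fl hepatocytes these were XBP1 targets in 4 of 6 fits (fgsea, adjusted p up to 0.943) and cell cycle genes in 1 (0.209). In *Xbp1* LKO hepatocytes they were immediate early genes and cholangiocyte markers in 2 of 3 fits each, and IL2/STAT5 genes in 1. No explanation of the XBP1, PERK/ATF4 and lipogenesis results was tested.

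The higher TNFA/NF-κB list in HFS-fed *Xbp1* LKO hepatocytes was weighed against RNA from other cells and stress of cell isolation. Of the 3 marker lists of macrophages, endothelial cells and stellate cells, 2 were higher and 1 lower, so by the marker lists alone the pattern cannot be told apart from RNA of non-parenchymal cells. The list of lymphocyte and granulocyte markers had 6 tested genes, too few for fgsea. Of these, 5 were higher in HFS-fed *Xbp1* LKO hepatocytes. Its score was 0.81 ± 0.79 (SD, n = 3) in *Xbp1* LKO and -0.06 ± 0.31 (SD, n = 3) in *Xbp1* fl/fl libraries, with overlap (two-sided exact permutation test, p = 0.2). RNA of these cells was therefore not excluded. Without immediate early genes the list still scored 1.88, so stress of isolation as seen by these genes does not account for it. With the macrophage marker score as a covariate it scored 1.64 (fgsea, adjusted p = 0.0061). In that fit the macrophage markers (-0.58, adjusted p = 0.992) lose their difference by construction, since their score is the covariate, and are no test. The stellate (0.46, adjusted p = 0.992) and cholangiocyte markers (1.28, adjusted p = 0.276) did not pass and the endothelial markers were lower (-2.32, adjusted p = 1.0e-05). RNA of stellate, cholangiocyte and endothelial cells, as seen by their markers, therefore does not fully account for what the TNFA/NF-κB list kept in that fit.

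The interferon alpha list passed in 3 comparisons, and the endothelial marker list passed in the same direction in 3 of them, the macrophage list in 1. RNA from endothelial cells is therefore a candidate explanation. With the endothelial marker score as a covariate the interferon alpha list still passed in 3, so that score does not account for it fully, and an effect of genotype or diet on interferon genes remains a hypothesis.

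*Bloc1s1* had few counts, 17.5 per library on average, and 55.9% of its exonic bases are shared with another gene. Among protein-coding genes whose exons lie mostly within exons of another on the same strand, 83.6% (320 of 383) had under 10 counts per library on average, against 48.3% of 20888 genes with no such overlap. *Bloc1s1* itself lies above 10 counts; at or under its own mean were 86.7% (332 genes) of the overlapped genes and 50.8% (10610 genes) of the others, so a count this low is also common without overlap. Reads shared with an overlapping gene may contribute to its low count; the assignment of its reads was not examined, and no biological explanation of the low count was tested.

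The numbers of differentially expressed genes were set against other splits of the libraries. For the genotype comparison on the HFS diet, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes (543), and none of the others gave any gene at that threshold. For HFS feeding in *Xbp1* fl/fl hepatocytes it was 1 of 10 (57 genes), and at most 2 in the others. In each, 4 splits part every same-numbered pair, the real one included, and 6 part 1 pair. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count. The comparisons with 2 chow-fed *Xbp1* LKO libraries were not split.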
